# Folate can promote the methionine-dependent reprogramming of glioblastoma cells towards pluripotency

**DOI:** 10.1038/s41419-019-1836-2

**Published:** 2019-08-08

**Authors:** Racha Zgheib, Shyue-Fang Battaglia-Hsu, Sébastien Hergalant, Maelle Quéré, Jean-Marc Alberto, Céline Chéry, Pierre Rouyer, Guillaume Gauchotte, Jean-Louis Guéant, Farès Namour

**Keywords:** Cancer metabolism, Cancer stem cells

## Abstract

Methionine dependency of tumor growth, although not well-understood, is detectable by ^11^C-methionine positron emission tomography and may contribute to the aggressivity of glioblastomas (GBM) and meningiomas. Cytosolic folate cycle is required for methionine synthesis. Its dysregulation may influence cell reprogramming towards pluripotency. We evaluated methionine-dependent growth of monolayer (ML) cells and stem cell-like tumor spheres (TS) derived from 4 GBM (U251, U87, LN299, T98G) and 1 meningioma (IOMM-LEE) cell lines. Our data showed that for all cell lines studied, exogenous methionine is required for TS formation but not for ML cells proliferation. Furthermore, for GBM cell lines, regardless of the addition of folate cycle substrates (folic acid and formate), the level of 3 folate isoforms, 5-methytetrahydrofolate, 5,10-methenyltetrahydrofolate, and 10-formyltetrahydrofolate, were all downregulated in TS relative to ML cells. Unlike GBM cell lines, in IOMM-LEE cells, 5-methyltetrahydrofolate was actually more elevated in TS than ML, and only 5,10-methenyltetrahydrofolate and 10-formyltetrahydrofolate were downregulated. The functional significance of this variation in folate cycle repression was revealed by the finding that Folic Acid and 5-methyltetrahydrofolate promote the growth of U251 TS but not IOMM-LEE TS. Transcriptome-wide sequencing of U251 cells revealed that *DHFR*, *SHMT1*, and *MTHFD1* were downregulated in TS vs ML, in concordance with the low activity cytosolic folate cycle observed in U251 TS. In conclusion, we found that a repressed cytosolic folate cycle underlies the methionine dependency of GBM and meningioma cell lines and that 5-methyltetrahydrofolate is a key metabolic switch for glioblastoma TS formation. The finding that folic acid facilitates TS formation, although requiring further validation in diseased human tissues, incites to investigate whether excessive folate intake could promote cancer stem cells formation in GBM patients.

## Introduction

Methionine dependency is a common feature of most cancer cells^1^. It is characterized by the cells’ inability to grow without methionine even in the presence of its precursor homocysteine^2^. Glioblastoma (GBM) is one of the most aggressive brain tumors and current therapeutic strategies remain ineffective in delaying its progression^3^. GBM is composed of heterogeneous tumor tissues^4^, and is enriched with self-renewing stem-like cells^5–7^. Meningioma is the most frequent non-glial primary brain tumor and accounts for 30% of brain tumors^8^. Methionine dependency might flag the aggressive grade of these brain tumors and explain their increased uptake in positron emission tomography of ^11^C-methionine^9–11^.

Under normal conditions, homocysteine can be remethylated to produce de novo methionine required for methionine-dependent processes such as the production of SAM (S-adenosylmethionine). This remethylation is catalyzed in the cytosol by methionine synthase, which transfers the methyl group of 5-methyltetrahydrofolate to homocysteine in the presence of vitamin B12. Cytosolic folate cycle is mostly fueled by the one-carbon units exported from mitochondrial folate cycle^12^. In addition to homocysteine remethylation, methionine can also be regenerated from methylthioadenosine, a by-product of polyamines synthesis via the salvage pathway (Fig. 1a). Experimental evidence suggested that mutations in enzymes of either the de novo or salvage pathway of methionine can be the cause of methionine dependency^1^. Increased cellular needs for methionine-requiring processes can also cause methionine dependency. Indeed, human pluripotent embryonic stem cells (hES) require high amounts of methionine and express high levels of enzymes involved in methionine metabolism^13,14^. Methionine deprivation in these cells eradicates undifferentiated hES cells and facilitates their differentiation. Just like embryonic stem cells, stem-like cancer cells derived from breast cancer cell lines are much more methionine dependent than their differentiated counterparts (adherent monolayer cells)^15^. Stem-like cancer cells and normal pluripotent stem cells thus may share common rewired methionine metabolism.

**Fig. 1:**
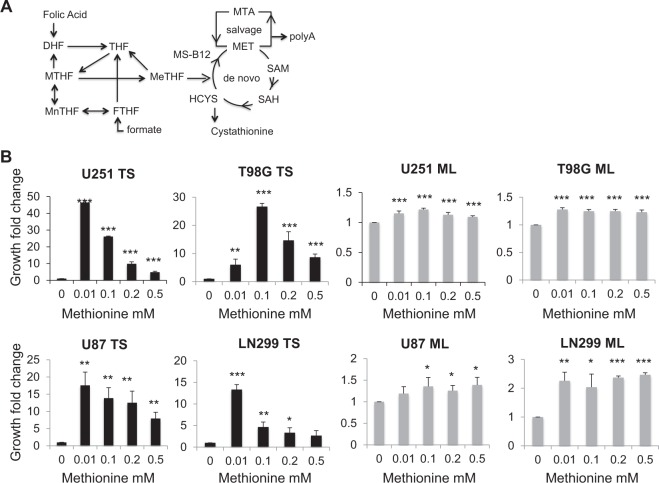
Methionine increases the growth of tumor spheres derived from U251, T98G, U87, and LN299 glioblastoma cell lines. **a** Methionine synthesis de novo and salvage pathway; (**b**) methionine, up to 0.01 mM for U251, U87, and LN299 and 0.1 mM for T98G cell lines increases TS growth. Cells are cultured in methionine free media than methionine is added to reach the indicated concentrations. Samples are compared to cells grown with no exogenous methionine addition, n = 9; *p < 0.05, **p < 0.01,***p < 0.001; DHF: dihydrofolate, THF: tetrahydrofolate, MeTHF: 5-methyltetrahydrofolate, MTHF: 5,10-methylenetetrahydrofolate, Mn: 5,10-methenyltetrahydrofolate, FTHF: 10-formyltetrahydrofolate, HCYS: homocysteine, SAH: S-adenosylhomocysteine, MET: methionine, SAM: S-adenosylmethionine, MS: mehtionine synthase, B12: vitamine B12, polyA: polyamines, MTA: methylthioadenosine, ML: monolayer cells, TS: tumor spheres

We hypothesized that the dysregulation of methionine metabolism could influence cell reprogramming towards pluripotency in GBM and aggressive meningioma. To investigate this, we studied the capacity of GBM cell lines U251, U87, LN299, and T98G, and WHOIII meningioma IOMM-LEE cells to produce stem-like cancer cells grown in vitro as tumor spheres (TS)^16^, according to methionine availability. We compared TS formed under non-adherent culture condition with their non-stem-like counterparts (obtained as adherent monolayer cells produced under adherent culture condition) using transcriptome-wide sequencing, methylome, and targeted metabolic profiling. Our data here indicate that relative to their differentiated counterparts, the methionine dependency of GBM TS is, in part, a consequence of reduced availability of cytosolic folate isoforms, triggered by a repressed cytosolic folate cycle. In particular, the reduction of 5-methyltetrahydrofolate in GBM TS rendered their growth rescuable by either folic acid or 5-methyltetrahydrofolate in the absence of methionine. Transcriptomic data further implicated the involvement of upregulated mitochondria cycle accompanying the repression of cytosolic folate cycle in the reprogrammation of U251 TS cells.

## Results

### Methionine is required for the growth of tumor spheres but not monolayer cells derived from U251, T98G, U87, and LN299 glioblastoma cell lines

Differentiated monolayer cells (ML) and tumor spheres (TS) could be derived from 4 glioblastoma (GBM) cell lines U251, T98G, U87, and LN299 cultured in a methionine free-medium to which exogenous methionine was added in incremental amounts up to 0.5 mM (Fig. 1b). The presence of methionine was obligatory for GBM TS growth while only moderate dependency on methionine was detected for GBM ML. Most importantly, optimal methionine concentration in the culture medium was required for maximum TS growth and was found to be 0.01 mM for U251, U87, and T98G, and 0.1 mM for LN299 cell lines. Taken together, these results show that methionine is essential for GBM TS formation and that above the optimal concentration, methionine inhibits further TS formation.

### U251 tumor spheres exhibit stemness and folate cycle signatures

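Total RNA of 3 TS cultures and 3 ML cell cultures, all at passage 3, was sequenced as paired-end reads of 100 nucleotides. U251 is an established human glioblastoma cell line. ML cells were grown attached in medium with fetal calf serum, whereas TS were grown unattached in medium with B27, EGF and FGF, so that culture format and medium differed together between the groups. The authors aligned the reads with HISAT2 2.0.4 to hg38 and kept the uniquely mapped proper pairs. They assembled known and unannotated genes with StringTie 1.3.3b under the guidance of Ensembl release 88, removed genes with few reads, scaled the libraries by TMM and deposited the values as log2 CPM, which are counts scaled to library size. The deposited values cover 23051 genes, listed by symbol and Ensembl identifier. An annotated gene name is given for 16173 of them and none for the other 6878, and 1585 carry several gene names because the assembly merged neighboring or overlapping genes. The low values of each library rise in the steps of whole reads plus 0.5, and at least 99.99% of the values correspond to a whole number of reads. By these steps, the values rest on 96633346, 57547879 and 89206672 reads in ML replicates 1, 2 and 3, and on 95012620, 86806101 and 110654453 reads in TS replicates 1, 2 and 3. ML replicate 2 was thus the least deeply sequenced library. The 10 most abundant genes took between 32.5% and 38.2% of the reads of a library. The median SD of a gene between replicates was 0.17 log2 CPM in TS and 0.29 in ML. The first principal component, which separated TS from ML, held 65.9% of the variance. The second, with 14.7%, set ML replicate 2 apart from the other 2 ML replicates. From the values as deposited, TS and ML were compared with limma's moderated test and Benjamini-Hochberg adjustment over all 23051 genes. The criteria were those of the paper, a false discovery rate (FDR) of at most 0.01 and a change of at least 1.5-fold. A fold change is the difference between the mean log2 CPM of TS and that of ML. Where every library of the lower group held at most 3 reads, the fold is given as a lower bound computed against 3 reads. With 3 cultures against 3, an exact permutation test of a single gene cannot give a two-sided p below 0.10, so that statements on single genes rest on limma's test, which shares the estimate of spread between genes. Replicate numbers are shared by the groups. The deviations of same-numbered TS and ML cultures from their group means had a mean correlation across genes of 0.0131. That of cultures with different numbers, -0.00672, is no separate evidence, because deviations cancel within each group. Pairing was thus neither shown nor excluded. Neither the labels nor the paper's text name pairs, so the comparison was made without pairing and repeated with the replicate number as a block. Gene positions are those of GENCODE release 44 on GRCh38, the build that the authors used.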

A total of 23,048 genes were analyzed via k-means clustering after transcriptome sequencing of the U251 glioblastoma (GBM) tumor spheres (TS) vs monolayer cells (ML) (*n* = 3). This led to the identification of 2 large clusters, one with 4515 under-expressed and the other 4756 over-expressed genes. These clusters unveiled a drastic transcription prolife change (40.2%) associated with the reprogrammation of U251 ML to TS (Fig SI 1). 

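The text does not name the number of clusters, and the legend of Figure SI 1 gives hierarchical clustering for the same 2 clusters, which was not used here. With 3 clusters by k-means on gene-median-centered log2 CPM and 20 random starts, the under-expressed cluster held 5623 genes, with a mean log2 difference of -1.15 between TS and ML, and the over-expressed cluster held 1687 genes, with a mean log2 difference of 3.01. The remaining genes formed a cluster in between. With 2 clusters, which take in all genes, the sizes were 19592 and 3459 genes, and with 5 clusters they were 1367 and 561. With uncentered Pearson correlation, the metric that the supplement names for hierarchical clustering, the under- and over-expressed clusters held 7699 and 10372 genes. When each of the 6 cultures was left out in turn, the under-expressed cluster held from 2001 to 6005 genes and the over-expressed cluster from 1255 to 1917.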

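Whatever the test, 41.5% of the genes had means that differed by at least 1.5-fold, 5227 of them higher and 4347 lower in TS. Fewer passed both criteria. At an FDR of at most 0.01 by limma's moderated test, 2154 genes were higher and 1657 were lower in TS by at least 1.5-fold, or 16.5% of the genes together. Of these, 1356 of the higher and 1185 of the lower genes carry an annotated name. Of the alternatives tried, the replicate number as a block, which leaves fewer degrees of freedom, moved these counts by the largest factor. It gave 964 genes higher in TS and 742 genes lower in TS, and 945 and 726 of these were also called without the block. The 3 TS and 3 ML values did not overlap for 49.9% of the genes, whereas chance gives 10%.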

RNA sequencing data with at least 1.5 fold-altered genes is displayed in Table SI 1. 

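Among the annotated genes that passed both criteria and had a mean of at least 0 log2 CPM, the 5 largest rises in TS were those of POSTN, NPNT, MEGF10, SCG2 and NTRK2, and the largest falls included those of C5orf46, DNAJC15, CLSTN2 and ID1. NPNT, on chromosome 4 from 105894775 to 106004027, was 817-fold higher, at 5.53 ± 0.21 log2 CPM in TS and -4.14 ± 0.57 in ML (SD, n = 3), a log2 fold change of 9.67 (standard error 0.30, adjusted p = 3e-05 from limma). Its ML libraries held 7, 3 and 3 reads. NTRK2, on chromosome 9 from 84668375 to 85095751, rose from -0.91 ± 0.28 to 6.62 ± 0.038 log2 CPM (adjusted p = 2.85e-05 from limma). For MEGF10, the ML libraries held only 17, 3 and 0 reads against 2597, 2817 and 3314 in TS, and the log2 fold change of 9.58 had a standard error of 1.24 (adjusted p = 0.00245 from limma). It went from 8.13 to 10.70 when each culture was left out in turn. By the ratio of mean CPM the rise of MEGF10 was 357-fold, against 765-fold by the mean log2 CPM. In the other direction, C5orf46 on chromosome 5 from 147880726 to 147906538 was 67.4-fold lower in TS and DNAJC15 was 59.1-fold lower. Their log2 fold changes were -6.08 and -5.89, each with an adjusted p below that of MEGF10. With the replicate block, the largest adjusted p of these 5 genes was that of MEGF10, at 0.00981 by limma. With 1 culture left out, that of MEGF10 reached 0.0137. The deposited values are per gene, and the single transcripts of Table SI 1 were not analysed here.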

Our interest focused on neural stemness (Fig. 2a) and folate metabolism (Fig. 2b) signatures. The stemness signature was derived from a consensus set of 100 genes. 

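All 100 genes labelled in Fig. 2a had a value. The mean was higher in TS for 72 of them and lower for 28, and the 3 TS and 3 ML values did not overlap for 70 of the higher and 28 of the lower genes. Chance gives 10%, and the share among all genes was 49.9%. For its targeted clusterings the supplement names curated MSigDB collections as the source. Neither the paper's text nor its supplement says whether the 100 genes were also chosen by their change in these data. Such a choice would fix these shares in part, so they cannot be taken as independent support for a stemness signature. Both criteria were met by 49 of the higher and 18 of the lower genes with adjustment over all genes, and by 58 and 21 with adjustment over the 100 genes alone. With the replicate number as a block, 29 higher and 15 lower genes met them. The largest rise was that of POSTN, on chromosome 13 from 37562583 to 37598844, from 0.079 ± 0.16 log2 CPM in ML to 9.84 ± 0.017 in TS (SD, n = 3). This is a 867-fold difference (adjusted p = 7.91e-06 from limma's test). SCG2 was 200.5-fold higher, with a log2 fold change of 7.65 and a standard error of 0.13. PMP2 was 567-fold higher by the mean log2 CPM, but its ML libraries held 0, 0 and 5 reads, and by the ratio of mean CPM the rise was 352-fold. SEMA6D was 70.2-fold, ACVR1C 59.3-fold, SEMA6A 57.9-fold, DUSP6 39.9-fold and METTL7B 17.6-fold higher in TS. Of these 8 genes, PMP2 had the largest adjusted p, at 0.00092 by limma's test. Among the lower genes, CLSTN2 fell 55.7-fold and ID1 48.2-fold. ID1, on chromosome 20 from 31605283 to 31606515, went from 6.03 ± 0.48 log2 CPM in ML to 0.43 ± 0.21 in TS (adjusted p = 8.37e-05 from limma). ATOH8 was 14.7-fold, ID2 10.5-fold and ID3 9.82-fold lower in TS, with adjusted p-values of 0.000632, 0.000328 and 0.000532 by limma. All 13 changes kept an adjusted p of at most 0.01 when each culture was left out in turn and with the replicate block.

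**Figure D1:**
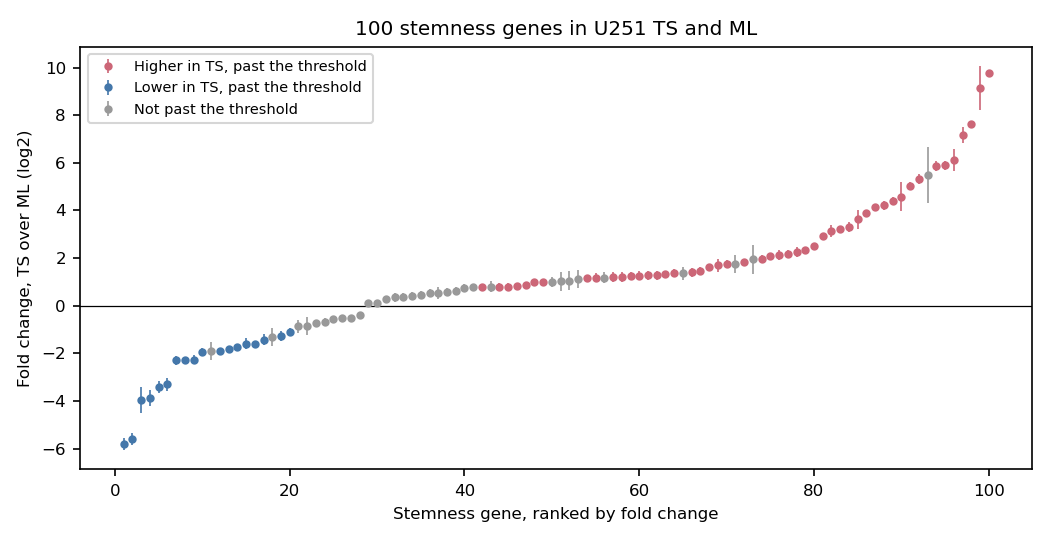
Fold change between TS and ML (log2, vertical axis) of the 100 stemness genes, ranked on the horizontal axis. Points are estimates from 3 TS and 3 ML cultures, bars are standard errors, and colors mark the 49 genes that were higher and the 18 that were lower in TS by both criteria. Gray points stand for the other genes.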

Among these, 72 were upregulated in U251 TS and included *PMP2* (+352 fold), *SEMA6D* (+64 fold), *SEMA6A* (+58 fold), ACVR*1C* (+58 fold), *SCG2* (+201 fold), *POSTN* (+863 fold), *DUSP6* (+40 folds), and *METTL7B* (+18 fold), and 28 were downregulated and included *ID1* (−50 fold), *ID2* (−10 fold), *ID3* (−10 fold), *ATOH8* (−16 fold), and *CLSTN2* (−54 fold). One-carbon gene heatmap revealed that transcription of genes involved in methionine synthesis did not vary. 

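None of the 12 genes taken here as methionine synthesis, the remethylation genes MTR and MTRR and the 10 salvage genes ADI1, APIP, ENOPH1, GOT1, GOT2, MRI1, MTAP, SAT1, SMS and SRM of Fig. 2b, met both criteria. The count was 0 under every alternative that was tried, and with adjustment over the 12 genes alone. GOT2 came close, at 1.49-fold lower in TS with values that did not overlap (adjusted p = 0.018 from limma). At an FDR of at most 0.05, its fold alone would fall short. At an unadjusted p under 0.05, 3 of the 12 genes differed. The median log2 fold change of the 12 genes was -0.13, not separated from that of other genes by limma's camera, a test of gene sets whose p-values are adjusted over the 23 sets tested (adjusted p = 0.691, and 0.682 with the replicate block). MTR was at 6.48 ± 0.12 log2 CPM in TS and 6.58 ± 0.29 in ML (SD, n = 3), and MTRR was at 4.52 ± 0.035 and 4.51 ± 0.070, differences within the spread between replicates. The largest difference was that of ADI1, with a log2 fold change of 0.76 and a standard error of 0.32 (adjusted p = 0.128 from limma). MRI1 and MTAP share their values with neighboring genes that the assembly merged with them. In the methionine cycle genes of Fig. 2b, AMD1 and MSRA were higher in TS by both criteria. MSRA rose 2.33-fold, with a log2 fold change of 1.22 (adjusted p = 0.000913 from limma, and 0.0117 with the replicate block).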

On the contrary, transcription of genes involved in the cytosolic folate cycle, like *DHFR*, *SHMT1*, and *MTHFD1*, was downregulated and transcription of MTHFD2L involved in the mitochondrial folate cycle was upregulated. 

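SHMT1, on chromosome 17 from 18327860 to 18363563, was at 4.45 ± 0.064 log2 CPM in TS and 4.81 ± 0.11 in ML (SD, n = 3), a log2 fold change of -0.37 (standard error 0.13, adjusted p = 0.074 from limma). MTHFD1, on chromosome 14 from 64388031 to 64463457, was at 5.33 ± 0.095 in TS and 5.74 ± 0.074 in ML, a log2 fold change of -0.41 (adjusted p = 0.0524). For both genes all TS values lay below all ML values, which happens in either direction for 10% of genes by chance, and the difference was under 1.5-fold and did not reach the FDR limit. MTHFD2L, on chromosome 4 from 74114174 to 74303099, rose 2.55-fold, from 5.34 ± 0.20 to 6.69 ± 0.11 log2 CPM, and met both criteria (adjusted p = 0.00158 from limma). With the replicate block its adjusted p was 0.0113, just above the limit. Of the 19 folate genes of Fig. 2b, 13 had a lower and 6 a higher mean in TS. Both criteria were met by GGH and TYMS, which were lower, and by MTHFD2L, and the same numbers were reached with adjustment over the 19 genes alone. TYMS was 2.50-fold lower (log2 fold change -1.32, adjusted p = 0.00102 from limma, and 0.0119 with the block). The number of higher genes was the less stable one. It was 3 when the moderation followed the expression level, and 0 with the block, where 1 gene remained lower. MTHFS, whose value is shared with ST20, was 1.78-fold higher with an adjusted p of 0.0133 from limma. As a set, 8 cytosolic folate genes had a median log2 fold change of -0.33, which limma's camera did not separate from the other genes (adjusted p = 0.144, and 0.176 with the replicate block).

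**Figure D2:**
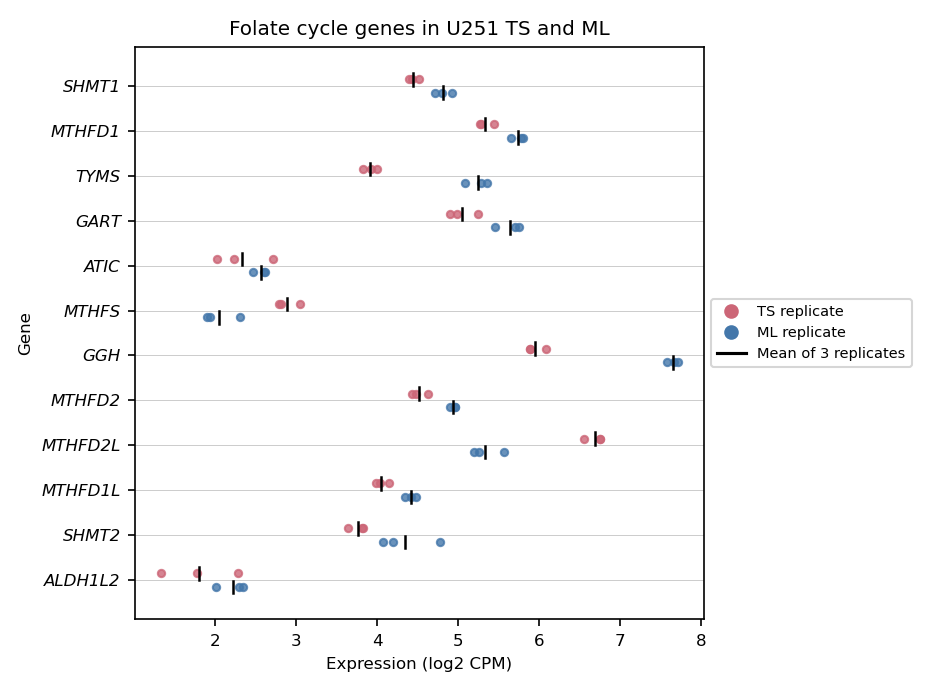
Expression (log2 CPM, horizontal axis) of 12 folate cycle genes in the 3 TS (red) and 3 ML (blue) cultures, with each group's mean as a black bar. The groups lie far apart for GGH, TYMS and MTHFD2L and close together for SHMT1 and MTHFD1.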

Heatmaps represent the average gene expression level and don’t uncover subtle variations in same-gene transcripts. Careful analysis of transcripts expression revealed that certain transcripts of SHMT2 and ALDH1L2, also implicated in the mitochondrial folate cycle, were elevated suggesting that mitochondrial folate cycle might be activated in U251 TS (Table SI 1). 

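The values per gene sum over transcripts. Gene-wide, SHMT2, on chromosome 12 from 57229573 to 57234935, was at 3.76 ± 0.11 log2 CPM in TS and 4.35 ± 0.38 in ML (SD, n = 3), with every TS value below every ML value (log2 fold change -0.58, standard error 0.21, adjusted p = 0.0886 from limma). ALDH1L2, on chromosome 12 from 105019784 to 105107643, was at 1.80 ± 0.48 in TS and 2.22 ± 0.18 in ML, and its values overlapped between the groups (log2 fold change -0.42, adjusted p = 0.28 from limma). MTHFD2 and MTHFD1L, also mitochondrial enzymes of Fig. 2b, had log2 fold changes of -0.43 and -0.36, neither past the criteria. Transcripts of SHMT2 and ALDH1L2 were not analysed separately here.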

We verified the transcriptomic data by analyzing transcript and protein expressions in U251 cells. RT-qPCR results showed that in TS vs ML, while *MTHFD2L*, and an alternative *ALDH1L2* transcript, *ALDH1L2 204*, were elevated (Fig. 2c), *SHMT1, MTHFD1*, and *SHMT2* remained unchanged. Using either immunocytochemistry, Western blot, or both, we confirmed the lower protein expression of SHMT1, MTHFD1, and DHFR, in U251 TS, and the higher protein expression of SHMT2, and ALDH1L2 (Fig. 3).

**Fig. 2:**
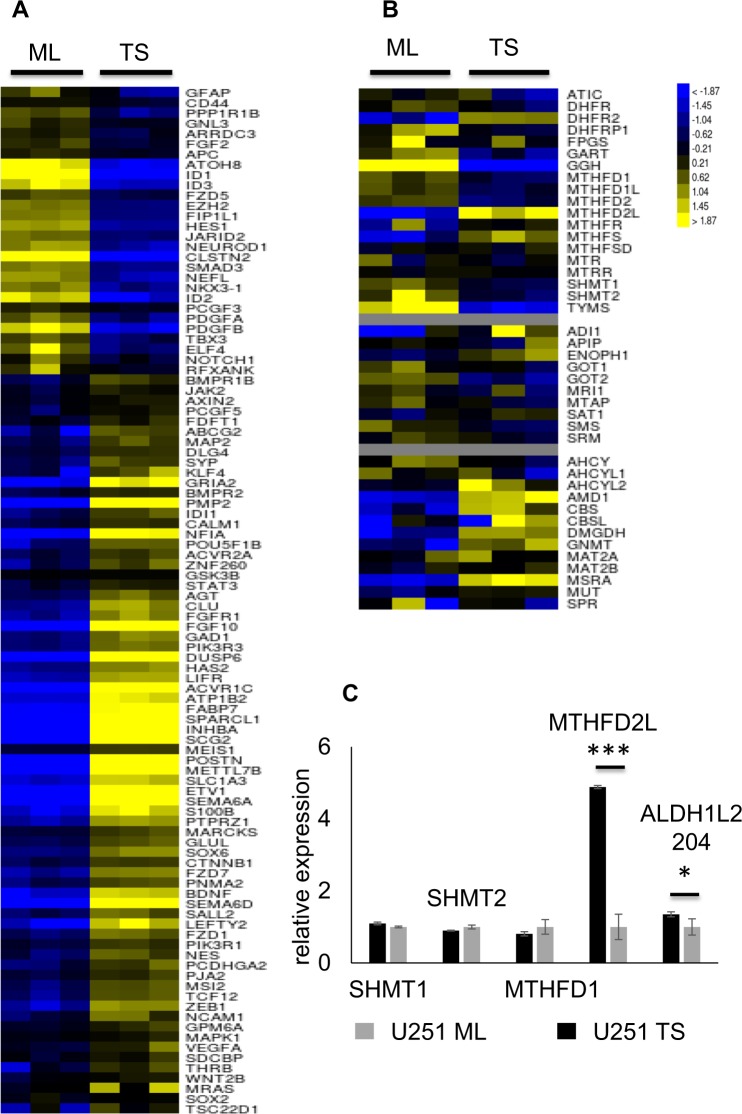
U251 tumor spheres exhibit stemness and folate cycle signatures. **a** Hierarchical clustering of 100 genes involved in neural stemness reveals that 72 genes are over-expressed (yellow) and 28 genes are under-expressed (blue) in TS, *n* = 3; **b** folate signature is characterized by reduced transcription of cytosolic folate cycle genes in TS, including SHMT1, *MTHFD1*, and *DHFR*, and elevated transcription of *MTHFD2L* implicated in mitochondrial folate cycle, *n* = 3. **c** RT-qPCR data, *n* = 3, confirm the elevated expression of mitochondrial folate cycle enzyme *MTHFD2L* and ALDH1L2 204, an alternative transcript of *ALDH1L2*, in TS comparatively to ML cells; However, the expressions of *SHMT1, MTHFD1, and SHMT2* do not vary significantly. *p < 0.05, **p < 0.01, ***p < 0.001, TS = tumor spheres, ML = monolayer cells,

**Fig. 3:**
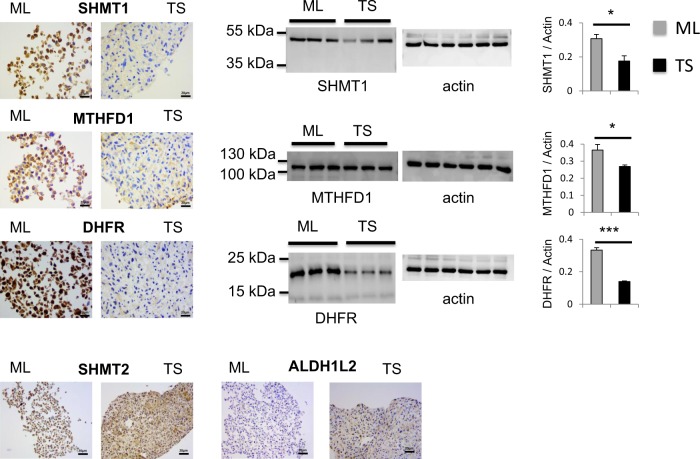
Folate cycle is reprogrammed in U251 tumor spheres. SHMT1, MTHFD1 and DHFR are repressed in TS as they display stronger signals by immunohistochemistry and western blot in ML compared to TS, n = 3. For Western Blots, the same gel was stripped and blotted with actin antibody; SHMT2 and ALDH1L2 are upregulated in TS vs ML as shown by immunocytochemistry, n = 3. Scale bar = 20 μm. ML = monolayer cells, TS = tumor spheres

Furthermore, almost all relevant genes involved in cell cycle were downregulated in U251 TS, including genes coding for cyclins (A, B, D, and E), cyclin kinases (*CDK1*, *CDK2*, *CDK4*), M-phase inducer phosphatases (*CDC25A, CDC25C*), multi-interacting processivity factor *PCNA*, and checkpoint kinases (*CHEK1*, *CHEK2*) (Fig. SI 2). In addition, two large genomic histone clusters HIST1 (6p21-6p22, over 600 kb) and HIST2 (1q21, over 150 kb) were nearly entirely silenced in U251 TS (Fig. SI 3).

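The named cyclins, kinases, phosphatases, PCNA and checkpoint kinases correspond to 18 genes, of which 16 had a value. CCNB3 and CCND2 were not analysed here. The mean was lower in TS for 15 of the 16 genes, and 12 met both criteria, or 14 with adjustment over these genes alone. With the replicate number as a block, 8 met them. The largest falls were those of CDC25C, CCND1 and CCNA2, which were 6.07-fold, 4.75-fold and 4.71-fold lower in TS. CCND1, on chromosome 11 from 69641156 to 69654474, was at 4.29 ± 0.13 log2 CPM in TS and 6.54 ± 0.065 in ML (SD, n = 3), with an adjusted p of 0.000154 from limma. CCNB1 fell 4.18-fold, CCNB2 3.55-fold, CCNE2 3.53-fold and CCNE1 3.03-fold. CDK1 was 3.37-fold and CDK2 3.02-fold lower. PCNA was 3.56-fold, CDC25A 2.68-fold and CHEK2 2.45-fold lower. CDK4 and CCNA1 were lower in every TS culture than in every ML culture but did not reach the FDR limit (adjusted p = 0.0314 and 0.0196 from limma). CHEK1, whose value is merged with that of its neighbor STT3A, was also lower in every TS culture and had a log2 fold change of -0.41 (adjusted p = 0.055 from limma). CCND3 was at 2.92 ± 0.66 in TS and 2.69 ± 0.64 in ML, indistinguishable within the spread between replicates. The median log2 fold change of the 16 genes was -1.68, lower than that of other genes by limma's camera (adjusted p = 5.4e-09, and 1.09e-07 with the replicate block). With the correlation between genes estimated from the data, the adjusted p was 0.0517.

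**Figure D3:**
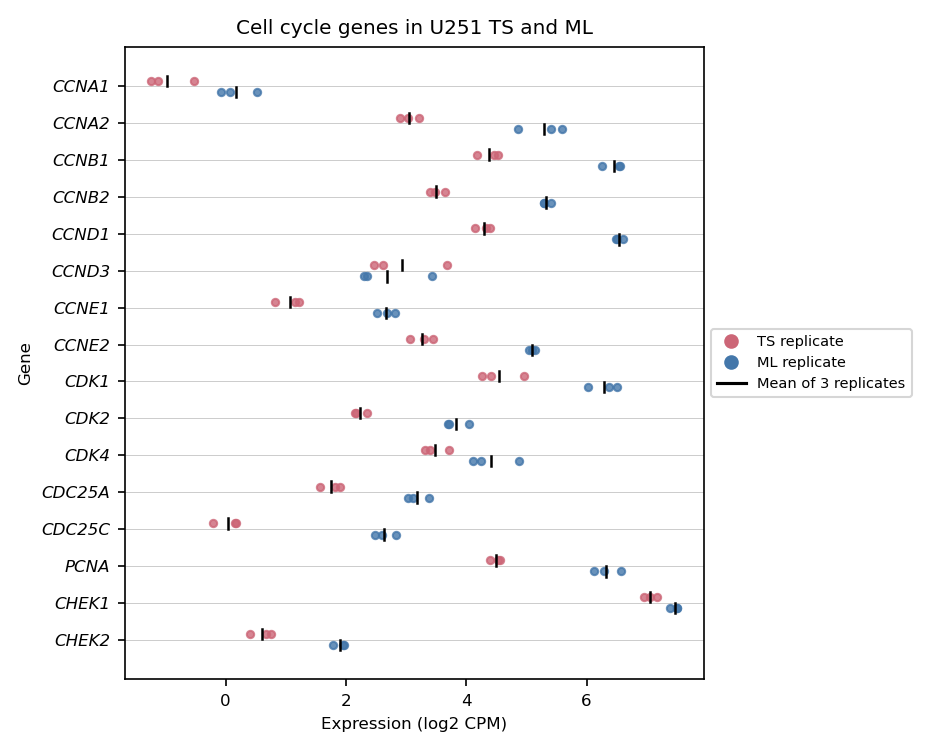
Expression (log2 CPM, horizontal axis) of 16 cell cycle genes in the 3 TS (red) and 3 ML (blue) cultures, with each group's mean as a black bar. TS values lie below ML values except for CCND3.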

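HIST1 symbols were found on 41 entries of the deposited values and HIST2 symbols on 12, 3 and 2 of which merge neighboring genes. By GENCODE, 42 HIST1 genes lie on chromosome 6 from 26020451 to 27893891, and 9 HIST2 genes lie on chromosome 1 from 149782689 to 149887965. HIST2H2BA lies outside that span, on chromosome 1 from 121116862 to 121117242, and is counted in HIST2 by its symbol. In HIST1, 39 of the 41 entries were lower in TS, 35 of them by both criteria (37 with adjustment over HIST1 alone and 23 with the replicate block). In HIST2, 11 of 12 were lower, 8 of them by both criteria (9 with adjustment over HIST2 alone and 7 with the block). The median log2 fold change was -2.34 in HIST1 and -1.77 in HIST2. Both sets were lower than other genes by limma's camera, with adjusted p = 5.38e-18 for HIST1 and 1.85e-05 for HIST2, and 2.95e-17 and 1.58e-05 with the block. With the correlation between genes estimated from the data, the adjusted p was 0.128 for both sets. Transcripts remained in TS. The summed expression of HIST1 was 525 ± 38.1 CPM in TS against 1606 ± 194 in ML (SD, n = 3), so that 32.7% remained. For HIST2 it was 119 ± 11.5 CPM against 340.0 ± 55.2, and 34.9% remained. None of the 41 HIST1 and 12 HIST2 entries was at 3 reads or fewer in all TS libraries. The largest fall was that of HIST1H3F in HIST1, with a log2 fold change of -4.01, and that of HIST2H3D in HIST2, with -3.24. HIST1H2AC went the other way and was higher in TS by both criteria, with a log2 fold change of 0.84 (adjusted p = 0.00961 from limma, and 0.0267 with the block). Many of these genes are near-identical copies, and since only uniquely mapped reads were kept, the values of HIST2H3A and HIST2H3C, HIST2H2AA3 and HIST2H2AA4, and HIST2H4A and HIST2H4B are uncertain. GC content and transcript length were known for 39 HIST1 and 10 HIST2 entries. Set against genes of like GC content and length, their median log2 fold change went from -2.34 to -1.84 in HIST1 and from -1.31 to -0.96 in HIST2.

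**Figure D4:**
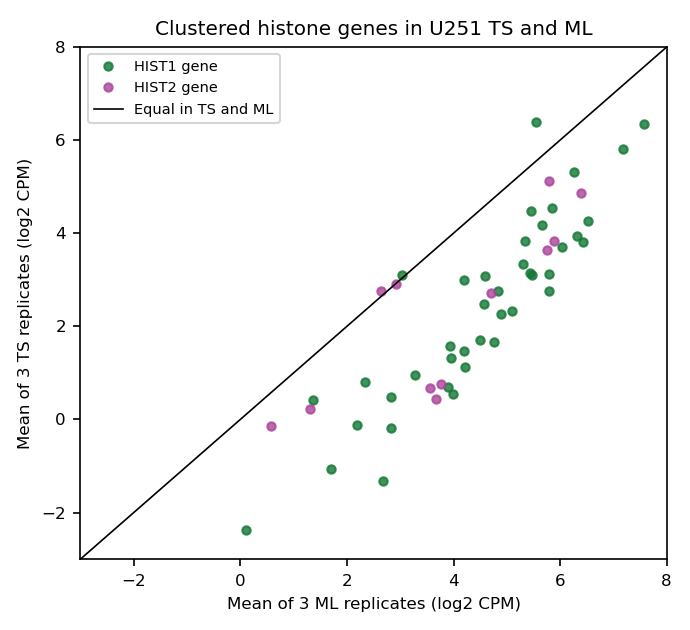
Mean expression of 3 TS cultures (log2 CPM, vertical axis) against the mean of 3 ML cultures (log2 CPM, horizontal axis) for 41 HIST1 (green) and 12 HIST2 (purple) entries. Points below the black line of equal expression are lower in TS, which holds for 39 and 11 of them.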

Collectively, these data confirm the stemness and quiescence feature of the U251 TS and unveil a potential folate cycle reprogrammation associated with the transformation of differentiated GBM cells into stem-like GBM cells.

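Set side by side, the 100 stemness genes had a median log2 fold change of 1.01, the 16 cell cycle genes one of -1.68, and the HIST1 and HIST2 entries -2.34 and -1.77. The median of all genes was 0.0054. The RT-qPCR, immunocytochemistry and Western blot results, on which the paper's summary of this section also rests, were not analysed here.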

### Folic acid promotes stemness of U251 glioblastoma tumor spheres

Stem-like characteristics of the tumor spheres (TS) derived from glioblastoma (GBM) U251 cells were further verified. Immunocytochemistry, carried out on cross-sectional slices of embedded cell pellets, showed a uniformly stronger staining for both SOX2 and CD133 in TS compared to monolayer (ML) cells (Fig. 4a). SOX2 and CD133 are implicated in the maintenance of self-renewal and tumorigenic potential. When single tumor spheres were dissociated to single cells and subsequently cultured in adherent differentiating condition, these single cells differentiated into NeuN, OLIG2, or GFAP expressing neurons, oligodendrocytes, or astrocytes, respectively (Fig. 4b), thus indicating that U251 TS are capable of multi-lineage differentiation. Furthermore, RT-qPCR (*n* = 3), evidenced higher *SOX2* (7.42 ± 0.11 vs 0.75 ± 0.37, TS vs ML, *p* = 0.001), *NANOG* (5.39 ± 0.18 vs 1.07 ± 0.68, TS vs ML, *p* = 0.02), and *OCT4* (3.61 ± 0.15 vs 0.63 ± 0.15, TS vs ML, *p* = 0.0003) transcription in TS (Fig. 4c). Most importantly, folic acid upregulated the expression of the pluripotent genes in TS and ML (Fig. 4c). In TS, the relative expressions of the pluripotent genes were: *SOX2* 7.42 ± 0.11 (before folic acid addition, TS−) vs 9.19 ± 0.25 (after folic acid addition, TS+) *p* = 0.32; *NANOG* 5.40 ± 0.18 vs 17.86 ± 0.25 (TS− vs TS+; *p* = 0.005), and *OCT4* 3.61 ± 0.16 vs 5.30 ± 0.10 (TS− vs TS+; *p* = 0.04); and in ML, *SOX2* 0.76 ± 0.38 (before folic acid addition, ML−) vs 3.84 ± 0.28 (after folic acid addition, ML+), *p* = 0.007; *NANOG* 1.08 ± 0.68 vs 4.25 ± 0.11, ML− vs ML+, *p* = 0.04, and *OCT4* 0.64 ± 0.16 vs 3.92 ± 0.17, ML− vs ML+, *p* = 0.0003. These results contribute to explain why the addition of folic acid (≥0.1 mM) to a methionine-free medium restored the formation of U251 TS (Fig. 4d) (*n* = 9; *p* = 0.0002) as well as that of the U87 TS, LN299 TS, and T98G TS (Fig. SI 4). Taken together, these data support the finding that U251 TS possess stemness characteristics, and the addition of folic acid promotes the pluripotent gene expression in both TS and ML cells.

**Fig. 4:**
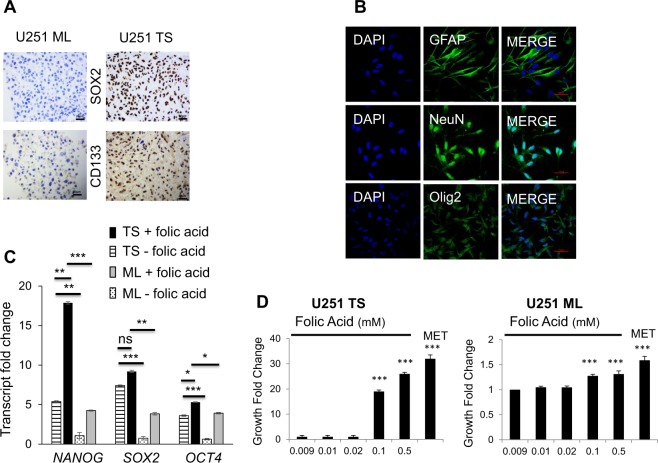
Folic acid promotes U251 tumor spheres stemness. **a** TS overexpress SOX2 and CD133 as shown by immunohistochemistry, *n* = 3. Scale bar = 20 μm. **b** TS differentiate into neurons, oligodendrocytes and astrocytes as indicated by immunofluorescence staining with GFAP, NeuN and OLIG2, respectively, *n* = 3. Scale bar = 10 μm. **c** TS overexpress *NANOG*, *SOX2*, and *OCT*4 transcripts as shown by RT-qPCR. Addition of folic acid (0,5 mM) further increases the expressions of *NANOG, SOX2*, and *OCT4* in TS by comparison with ML; RNA was extracted from 3 independent cell cultures then gene expression was measured by 3 independent RT-qPCR and normalized for the geometric mean of *TBP*, *RPL13a*, and *HMBS*. **d** Folic acid rescues TS formation when added at a concentration ≧ 0.1 mM in methionine-free media. Cells are grown in methionine free DMEM which already contains 0.009 mM folic acid then folic acid is added to reach the indicated final concentrations. The MET sample is used as a reference and represents cells grown in DMEM containing 0.01 mM methionine. Samples are compared to cells grown in 0.009 mM folic acid, *n* = 9; *p < 0.05, **p < 0.01, ***p < 0.001, ns = not significant; ML; monolayer cells, TS: tumor spheres;

### Low folate metabolism is a common feature of glioblastoma tumor spheres

To find out if the downregulated cytosolic folate cycle enzymes disclosed by transcriptome data of U251 cells triggered functional consequences, we used mass spectrometry (LCMSMS) to quantitate folate isoforms 5-methyltetrahydrofolate, 5,10-methenyltetrahydrofolate, and 10-formyltetrahydrofolate, before and after the addition of folic acid (11 microM) and Formate (300 microM) as substrates.

We found that independent of substrates addition, in all 4 GBM cell lines, the levels of all 3 folate isoforms were lower in tumor spheres (TS) than in monolayer cells (ML) (Fig. 5a and Table SI 2). Moreover, the addition of folate substrates led to a tendency of “further” cytosolic folate repression, which reached statistical significance in U251 cells but not in all GBM cells i.e., U251 TS treated with folate substrates had even less folate isoforms than did non-treated TS (Fig. 5a). Precisely, in U251 TS, the levels of folate isoforms varied after the addition of folate substrates as follows: 5-methyltetrahydrofolate, 54.24 ± 3.67% (before) vs 26.14 ± 1.22% (after); 5,10-methenyltetrahydrofolate, 11,64 ± 1.06% (before) vs 4.23 ± 0.30% (after), and 10-formyltetrahydrofolate 19,57 ± 1.26%, (before) vs 10.75 ± 0.87% (after) (for all isoforms, *n* = 4, *p* < 0.001). No such tendency of “further” cytosolic folate repression was observed in ML cells. Taken together, these results indicate that low cytosolic folate cycle activity is a feature of GBM TS.

**Fig. 5:**
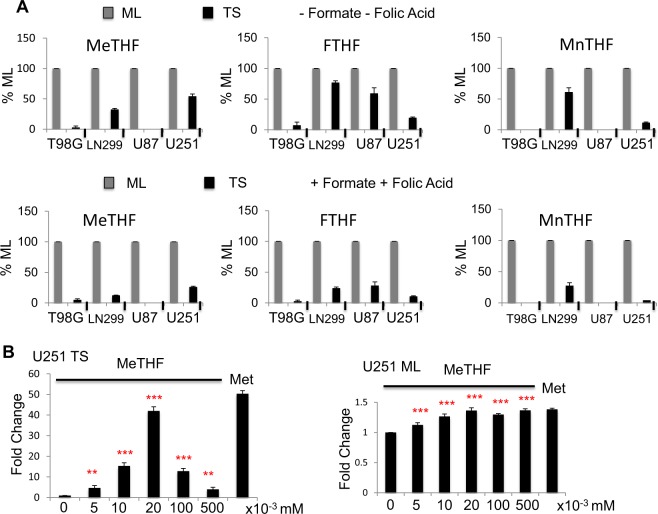
The cytosolic folate cycle is repressed in U251, U87, LN299, and T98G glioblastoma cell lines. **a** Irrespective of folic acid and formate addition, the concentrations of folate isoforms are lower in TS than in ML. In U251 cells, the addition of folate cycle substrates further decreases the concentrations of folate isoforms. This paradoxical response was not detected in all glioblastoma cell lines partly due to low isoform concentrations. Isoform concentrations in TS are expressed as a percentage of the same isoform concentration measured in ML. A value of 100% was arbitrarily attributed to isoform concentration in ML. « + » sign indicates that folic acid and formate were added to the medium and «−» sign that they were not added, *n* = 3. **b** 5-Methyltetrahydrofolate restores U251 TS formation with an optimal concentration at 0.02 mM, *n* = 3. Cells are grown in methionine free media then 5-methyltetrahydrofolate is added to reach the indicated concentrations. The MET sample is used as a reference and represents cells grown in DMEM containing 0.01 mM methionine *p < 0.05, **p < 0.01, ***p < 0.001, MeTHF = 5-methyltetrahydrofolate, FTHF = 10-formyltetrahydrofolate, MnTHF = 5,10-methenyltetrahydrofolate, ML = monolayer cells, TS = tumor spheres

### 5-Methyltetrahydrofolate restores glioblastoma but not meningioma tumor spheres formation in the absence of methionine

Given that 5-methyltetrahydrofolate is the immediate upstream one-carbon donor for de novo methionine synthesis, we asked whether the decreased 5-methyltetrahydrofolate production in glioblastoma (GBM) tumor spheres (TS) could underlie the reason why exogenous methionine is required for TS formation. Indeed, when 5-methyltetrahydrofolate was added to methionine-free media, it restored TS formation in U251 cells (Fig. 5b) as well as in U87, LN299, and T98G cells (Fig SI 5). Remarkably, the relationship between 5-methyltetrahydrofolate concentration and TS formation is bell-shaped and reminiscent of the relationship between methionine concentration and TS formation. We proceeded to ask if the cytosolic folate cycle repression described for GBM is common to TS derived from other brain cancer cell types and may thus account for their methionine dependency. To do this, we characterized the folate metabolism in IOMM-LEE, a high-grade meningioma cell line. IOMM-LEE TS were found indeed methionine-dependent (Fig. 6a), just like the GBM cell lines, even though the optimal methionine concentration (0.1 mM) was higher than that observed for GBM cell lines. However, unlike in GBM cell lines, Folic Acid did not rescue IOMM-LEE TS formation in methionine-free media (Fig. 6b). Furthermore, we found that the degree of repression of cytosolic folate cycle is different from that of the GBM TS cells. In part similar to GBM, 5,10-methenyltetrahydrofolate and 10-formyltetrahydrofolate were lower in IOMM-LEE TS than in ML however, these lower levels were not further repressed by substrate addition: 5,10-methenyltetrahydrofolate 18.53 ± 1.55% (before substrate addition) vs 30.06 ± 2.27% (after substrate addition), 10-formyltetrahydrofolate was not detectable (either before or after). The most surprising finding in IOMM-LEE cells was that, unlike in GBM cells, 5-MethylTetraHydroFolate level was higher in TS than ML cells (Fig. 6c and Table SI 2): 156.48 ± 6.13% (before substrate addition) vs 179.27 ± 6.71% (after substrate addition), *n* = 3, *p* < 0.001. In concordance with these results, 5-methyltetrahydrofolate did not rescue TS formation in the absence of methionine in IOMM-LEE cells (Fig. 6d). Taken together, these results highlight that, although plastic folate metabolism underlies the methionine dependency of the brain cancer cells, tissue-specific fine-tuning of the folate cycle characterizes the needs of the individual TS to proliferate.

**Fig. 6:**
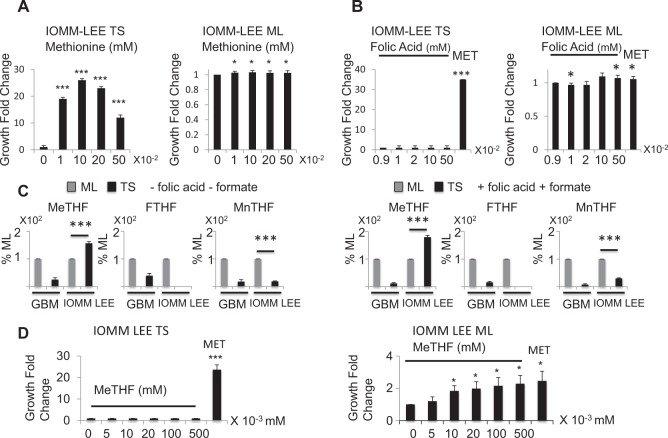
Contrary to the glioblastoma cell lines, folic acid, and 5-methyltetrahydrofolate fail to promote tumor spheres formation in the meningioma cell line IOMM-LEE. **a** IOMM-LEE TS are methionine dependent. Methionine, up to 0.1 mM increases TS growth. Cells are cultured in methionine free media supplemented with the indicated amounts of exogenous methionine. Samples are compared to cells grown with no exogenous methionine addition, *n* = 9. **b** Folic Acid does not rescue IOMM-LEE TS formation in methionine depleted media. Cells are grown in methionine free DMEM which already contains 0.009 mM folic acid, then more folic acid is added to the media to reach the indicated final concentrations. The MET sample is used as a reference and represents cells grown in DMEM containing 0.01 mM methionine. Samples are compared to cells grown in 0.009 mM folic acid, *n* = 9. **c** 5-Methyltetrahydrofolate level is higher in IOMM-LEE TS than ML. 10-Formyltetrahydrofolate and 5,10-methenyltetrahydrofolate exhibit lower concentrations in IOMM-LEE TS compared to IOMM-LEE ML cells, however, 5-methyltetrahydrofolate is more elevated in TS than in ML cells. Addition of folic acid and formate keeps these results unchanged. Folate isoforms are averaged in all 4 glioblastoma cell lines and the mean is represented. « + » sign indicates that folic acid and formate were added to the media and «−» sign that they were not added, *n* = 3. **d** 5-Methyltetrahydrofolate does not restore U251 TS formation, *n* = 3. Cells are grown in methionine free media then 5-methyltetrahydrofolate is added to reach the indicated concentrations. The MET sample is used as a reference and represents cells grown in DMEM containing 0.01 mM methionine. *p < 0.05, **p < 0.01, ***p < 0.001, MeTHF = 5-methyltetrahydrofolate, FTHF = 10-formyltetrahydrofolate, MnTHF = 5,10-methenyl tetrahydrofolate, ML = monolayer cells, TS = tumor spheres

### DNA methylation is only partially responsible for folate cycle enzymes downregulation

To determine if folate cycle enzymes repression is a result of modifications of DNA methylation, we compared genome-wide DNA methylation patterns between U251 TS and ML cells. Our data summarized from 15,037 probes using a FDR (false discovery rate) of <0.01 showed that global methylation profiles remained stable, with only minor changes in both the hypo- and hypermethylated regions (Fig. SI 6). DNA methylation data with significantly altered genes is displayed in Table SI 3. The 2032 hypomethylated and 1880 hypermethylated DMRs were mapped to 3514 unique genes with functions mainly in chromatin remodeling, polycomb silencing, cell cycle, adhesion, cell migration, and neuronal stemness. 

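SMAD3 and E2F2 were both lower in U251 TS. SMAD3, on chromosome 15 from 67063763 to 67195173, was at 5.18 ± 0.11 log2 CPM in TS and 7.08 ± 0.070 in ML (SD, n = 3), a 3.73-fold fall (adjusted p = 0.000235 from limma). E2F2, on chromosome 1 from 23506438 to 23531233, was at -0.48 ± 0.36 in TS and 2.21 ± 0.30 in ML, a 6.48-fold fall (adjusted p = 0.000672 from limma). Both stayed past the criteria with the replicate block, with adjusted p-values of 0.00563 and 0.00555 by limma. The methylation values were not analysed here.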

Many downregulated genes involved in cell cycle have hypermethylated DMRs like *SMAD3* (methylation M = +4%) and *E2F2* (M = +7.9%). 

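In the expression values of U251 TS and ML, BDNF, CLU and FGF10 were higher in TS, and ELF4, GFAP and TBX3 were lower. BDNF, on chromosome 11 from 27654893 to 27722058, was 8.85-fold higher, at 4.35 ± 0.081 log2 CPM in TS and 1.21 ± 0.44 in ML (SD, n = 3; adjusted p = 0.000349 from limma). CLU was 4.47-fold higher (adjusted p = 0.000375 from limma). FGF10 held 57, 121 and 95 reads in the TS libraries and 0, 0 and 0 in the ML libraries, and was at least 20.7-fold higher (adjusted p = 7.61e-05 from limma). TBX3 was 2.38-fold lower in TS, at 2.58 ± 0.32 against 3.84 ± 0.20 log2 CPM, and met both criteria (adjusted p = 0.00661), but not with the replicate block (adjusted p = 0.025 from limma). GFAP was at 10.09 ± 0.66 in TS and 11.40 ± 0.44 in ML, a log2 fold change of -1.31 (adjusted p = 0.0481 from limma). ELF4 was at 1.89 ± 0.19 in TS and 3.80 ± 0.75 in ML, a log2 fold change of -1.92 (adjusted p = 0.0122 from limma). Neither GFAP nor ELF4 reached the FDR limit, although all TS values lay below all ML values for both.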

Upregulated stemness signature genes with hypomethylated DMRs included *BDNF* (−5.6%), *CLU* (M = −6.3%), *ELF4* (M = −0.44%), *FGF10* (M = −2%) *GFAP* (M = −7%) and *TBX3* (M = −4%). Downregulated stemness genes with hypermethylated DMRs included *FZD7* (M = +2.4%), *ID1* (M = +7.6%), *ID3* (M = +9.3%) and *KLF4* (M = +1.8%).

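ID1 and ID3 were lower in TS, with adjusted p-values of 0.00323 and 0.00464 from limma with the replicate block. FZD7 and KLF4 were higher. FZD7, on chromosome 2 from 202033855 to 202038441, was at 5.32 ± 0.037 log2 CPM in TS and 3.25 ± 0.21 in ML (SD, n = 3), a log2 fold change of 2.07 (adjusted p = 0.000302 from limma). KLF4 was at -0.36 ± 0.53 in TS and -2.31 ± 1.18 in ML, a log2 fold change of 1.95 that did not reach the FDR limit (adjusted p = 0.0581 from limma).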

Among the 139 genes implicated in one-carbon metabolism that were analyzed, only 15 transcripts were significantly negatively correlated. Those which were downregulated and hypermethylated included *ATIC* (M = +0.3%, fold change FC = 0.66), *GGH* (M = +0.8%, FC = 0.33), *GOT1* (M = +0.06%, FC = 0.87), *GOT2* (M = +0.8%, FC = 0.69), *MTHFSD* (M = +0.7%, FC = 0.82), *MTR* (M = +0.2%, FC = 0.74), *MTRR* (M = +0.3%, FC = 0.62), *SHMT1* (M = +0.3%, FC = 0.9), *SMS* (M = +1.2%, FC = 0.55) and *SPR* (M = +0.8%, FC = 0.81). Those which were upregulated and hypomethylated included *AMD1* (M = −0.3%, FC = 1.95), *DHFRL1* (M = −0.3%, FC = 1.3), *GNMT* (M = −3.1%, FC = 1.81), *MTFMT* (M = −0.9%, FC = 1.57) and *MTHFR* (M = −3.7%, FC = 4.00). 

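Of these 10 genes, GGH alone met both expression criteria. GGH, on chromosome 8 from 63014881 to 63039407, was at 5.95 ± 0.11 log2 CPM in TS and 7.65 ± 0.066 in ML (SD, n = 3), which is 0.308 of the ML level (adjusted p = 0.000336 from limma). GOT2 stood at 0.669 and SMS at 0.785 of the ML level, with TS and ML values that did not overlap and adjusted p-values of 0.018 and 0.106 from limma. SHMT1 stood at 0.775. GOT1 stood at 0.844, ATIC at 0.849 and MTR at 0.933 of the ML level, with overlapping values. MTRR, SPR and MTHFSD were at 1.00, 1.03 and 1.04 of the ML level, differences smaller than the spread between replicates. Their sign changed when each library was centered on its median.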

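Of the genes reported here, AMD1 alone met both expression criteria. AMD1, on chromosome 6 from 110874770 to 110898879, was at 7.10 ± 0.11 log2 CPM in TS and 5.96 ± 0.067 in ML (SD, n = 3), a 2.20-fold rise (adjusted p = 0.00144 from limma, and 0.0124 with the replicate block). DHFR2, the current name of DHFRL1, was 2.06-fold higher, with values that did not overlap (adjusted p = 0.0181 from limma). GNMT was 1.78-fold higher at a low level of -0.73 ± 0.16 log2 CPM in TS and -1.56 ± 0.45 in ML (adjusted p = 0.0512 from limma). MTFMT was 1.31-fold higher, with overlapping values (adjusted p = 0.29 from limma).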

Taken together, these data incite to investigate other epigenetic modifications than DNA methylation, in order to find out if they are regulators of the folate cycle.

## Discussion

We found that tumor spheres (TS) derived from 4 glioblastoma cell lines (U251, U87, LN299, T98G) and IOMM-LEE meningioma cell line require methionine for growth whereas their corresponding monolayer adherent cells (ML) can grow without methionine. Additionally, the growth of all TS is characterized by a bell-shaped methionine dependency which can possibly be explained by several mechanisms. First, methionine is an allosteric inhibitor of the methionine cycle. An excess methionine decreases de novo methionine synthesis, which in turn reduces total intracellular methionine^17–21^. Based on this, a methionine threshold is expected to exist to stimulate TS growth, and above this threshold level, methionine will inhibit TS growth. Our measurements of SAM and methionine levels after the addition of methionine, 5-MethylTetraHydroFolate, or Folic Acid did not support this hypothesis as the variations of intracellular SAM and methionine were inconsistent with those predicted by allosteric inhibition (Fig. SI 7). Second, methionine in excess can increase the activity of ALDH1L1 and deplete the folate-activated one-carbon pool via catalyzing the conversion of 10-formyltetrahydrofolate to tetrahydrofolate. Increasing ALDH1L1 activity as a result of increasing methionine concentration may thus impairs the TS proliferation via the reduction of available one-carbon units^22^. Moreover, the more SAM produced as a result of increasing methionine, the higher the activity of mTORC1^23^, which in turns block the self-renewal characteristics of the stem cells^24^. This latter effect of SAM highlights the importance of methionine as a signaling metabolite capable of regulation of diverse signaling events.

Our data also revealed that methionine dependency of TS growth differs depending on the tissue origins of the tumor. Here, folic acid at a concentration of ~0.1 mM was shown to promote all GBM TS formation (Fig. 4, Fig. SI 4) but not IOMM-LEE TS formation (Fig. 6b). Similar difference was also observed using 5-methyltetrahydrofolate. This differential responsiveness of the TS growth to either 5-methytetrahydrofolate or folic acid is remarkable in that the TS response to growth actually depends on the relative content of cellular 5-methyltetrahydrofolate—positive response with lower 5-methyltetrahydrofolate in TS vs ML cells (in the case of GBM), and negative response with higher 5-methyltetrahydrofolate in TS vs ML cells (in the case of meningioma). It is worth noting that the threshold concentration of folic acid for GBM TS growth promotion is in the same order of magnitude as that reported in subjects with excessive folic acid intake^25^. Excessive folate intake may thus promote cancer stem cells formation in GBM patients.

Transcriptome-wide sequencing revealed no mutations in genes implicated in either the de novo synthesis or salvage pathway of methionine, thus ruling out an insufficient intracellular methionine as the cause of methionine dependency. This result is consistent with the observation that ML are not sensitive to methionine deprivation, and is compatible also with the hypothesis that methionine dependency can stem from deregulated methionine utilization^26–28^. Furthermore, transcriptome-wide sequencing revealed that the expressions of *DHFR*, *SHMT1*, and *MTHFD1* of the cytosolic folate cycle is downregulated in TS vs ML cells. Methionine dependency of the GBM TS here is thus a consequence of a metabolic reprogramming of the folate cycle and not a consequence of genetic heterogeneity of the parent cells as the same parent cells with non-mutated one-carbon cycle genes were used to produce both the TS and the ML cells. Similar observations have been made in embryonic stem cells, which differentiate if methionine is withdrawn^29^. A role for methionine in the maintenance of pluripotency is supported by the fact that both embryonic and induced pluripotent stem cells express high levels of enzymes participating in methionine metabolism^13^.

Results of the folate isoform measurements in U251 and the 3 other GBM cells corroborated U251 cells transcriptomic data, and supported the idea that a repressed cytosolic folate cycle underlies the methionine dependency of the GBM TS cells. This explains why in the absence of exogenous methionine, no GBM TS formation is possible except with the addition of either 5-methyltetrahydrofolate or folic acid, and why the dependency of GBM TS growth on methionine and on 5-methyltetrahydrofolate bear similar bell-shaped (dose-response) features. Transcriptome data, as well as folate isoform measurements, also suggest that during reprogramming into TS, GBM cells reorient its one-carbon units away from methionine synthesis via folate cycle reprogramming. Altered folate metabolism has indeed been implicated in promoting cancer stem cell formation. For example, low folate was linked to pluripotent gene expression via sonic hedgehog or Akt-mTOR-HIF1-FOXO3a pathways in colorectal^30^ and lung cancer^31^. Similarly, 5-MethylTetraHydroFolate down-regulation was observed during reprogramming of mouse embryonic fibroblasts (MEFs) into mouse induced pluripotent cells (iPSC)^32^. In germline stem cells of the *Caenorhabditis Elegans*, folate related compounds were shown to be necessary for germline stem cell proliferation^33^. Thus, as folates continue to enthuse controversies in (cancer) cell growth, their precise roles may be tissue-dependent and subject likely to the influence of tumor environments.

Our transcriptomic data revealed further that while the transcriptions of the cytosolic folate enzymes are reduced in U251 TS cells, the transcriptions of certain mitochondria folate enzymes are increased. We confirmed these observations with protein expression of SHMT2, and ALDH1L2 using immunocytochemistry (Fig. 3). These results suggest that in GBM TS, mitochondrial folate cycle reorients its one-carbon units away from formate synthesis to the production of NADPH via ALDH1L2. This leads to less (folate-dependent) mitochondria formate production, reduces subsequently the levels of 10-formyltetrahydrofolate, 5,10-methenyltetrahydrofolate and 5-methyltetrahydrofolate in the cytoplasm and brings about the methionine dependency of the GBM TS as a result of insufficient de novo methionine synthesis. On the other hand, NADPH controls the production of reactive oxygen species which are involved in the maintenance of pluripotency^34^. Taken together, these data incite further reconsideration of the therapeutic usefulness of antifolates, based on their specific action on individual folate enzymes, in order to avoid therapy resistance of tumors like GBM: the effect of antifolates on cell growth might differ depending on whether they target mitochondrial or cytosolic folate enzymes^35,36^.

Methylome data indicated that despite an upper limit of 25% of the methylation alterations associated with neural stemness and cell cycle arrest signatures, DNA methylation contributed only minorly to the folate cycle repression. However, this finding cannot rule out epigenetic modifications as regulators of the folate cycle because other mechanisms, like histone modification, RNA methylation,and non-coding RNA, might prove to intervene in controlling folate metabolism.

In conclusion, our data argue for the idea that folate metabolic reprogramming can underlie the transformation of differentiated cancer cells into stem-like cancer cells. The in vitro data shown here suggest that such metabolic alteration may differ depending on the tumor tissue types. GBM and meningioma display a difference in metabolic rewiring which, albeit renders both TS types methionine-dependent, contributes also to their distinct responsiveness to the supplementation of folic acid and 5-methyltetrahydrofoalte for their growth under limited methionine condition. These mechanistic insights, although remaining to be confirmed in vivo, pave the way to such reflections as the risk of excessive folate intakes in the formation of cancer stem-like cells and the pertinence of antifolate drug for the eradication of these cells in patients with glioblastomas and meningiomas.

## Materials and methods

### Cell culture

The U251 and U87 malignant glioblastoma cells used were authenticated by ECACC (European Collection of Authenticated Cell Cultures) (09063001 and 89081402; Sigma Aldrich, Saint Quentin Fallavier, France). The IOMM-LEE cells were a gift from Dr. Gillespie and Dr. Jensen, University of Utah, USA^37^. The Ln229 (CRL-2611), and T98G (CRL-1690) malignant glioblastoma cells were obtained from ATCC. They were routinely screened to make sure they were free from mycoplasma contamination (Venor GEM one step, MB Minerva Biolabs, Berlin, Germany). Monolayer (ML) cells culture was made under adherent culture condition with DMEM-F12 (D6434 Sigma-Aldrich), 10% fetal calf serum (FCS) (Sigma-Aldrich), 1% penicillin–streptomycin (Sigma-Aldrich) at 37 °C, 5% CO_2_. Tumor spheres (TS) were obtained after preparing single cell suspensions and plating cells at a density of 20,000 cells per well in non-adherent 6-well plates coated with 2% 2-hydroxyethylmethacrylate (Sigma-Aldrich). TS medium contained DMEM-F12 (D6434 Sigma-Aldrich) supplemented with 1XB27/0.2 μg/ml EGF/0.2 μg/ml FGF (Fisher Scientific Illkirch Graffenstaden France). Note that the DMEM-F12 used does not contain glutamine but no glutamine was included in neither ML cells nor TS media as no differences in growth were observed with or without glutamine (Fig. SI 8). TS were grown for 7 days in a humidified incubator at 37 °C at an atmospheric pressure with 5% CO_2_. Spheres >50 μm were counted on the 8th day using MoticamX (MoticEurope S.L.U., Barcelona, Spain) and Image J software; these first passage spheres were then dissociated into single-cell suspension for replating again in a new 2-hydroxyethylmethacrylate coated 6-well plate. This process was repeated 2 times and only passage 3 TS were used throughout the study. TS methionine deprivation was tested by the standard limiting dilution assay and in 6-well plates. Both assays yielded similar results. In experiments where methionine concentration needed to be monitored, methionine free DMEM (21013024, Fisher Scientific) was used, supplemented with L-cysteine at 30 mg/L (Sigma-Aldrich), penicillin/streptomycin 1%, and B27/FGF/EGF for TS or 10% FCS for ML (Figs. 1b, 4d, 5b, Fig. SI 5, SI 6). Experiments investigating methionine dependency and the consequence of folic acid and 5-methyltetrahydrofolate addition were performed in triplicate in 3 independent runs.

### Standard limiting dilution assay

An aliquot of U87 cells was diluted in a suitable amount of tumor spheres medium in order to get a concentration of 1 cell per 100 μl of medium. The cell suspension was distributed at 100 μl per well in 96 well-coated plates. 3 entire plates were prepared per condition. Single cell containing wells were checked. Each well containing no cells or 2 or more cells was discarded. The plates were incubated at 37 °C and 5% CO_2_. Every 2–3 days, 50 μl of fresh tumor sphere medium were added. After 10 days, wells were checked for spheres formation. The number of wells containing spheres was divided by the number of total seeded wells and was multiplied by 100.

### RNA extraction and real time PCR

Total RNA was extracted using Trizol^TM^ reagent (Fischer Scientific) following the manufacturer’s recommendation. Reverse transcription was done using the Quantitect Reverse Transcription kit (Qiagen Les Ulis France). Quantitative PCR was performed using SYBR Green I Master Mix buffer (Fischer Scientific) and Quantitect SYBR Green PCR kit (Qiagen). *TBP* (TATA Box Binding Protein), *RPL13a* (Ribosomal Protein) and *HMBS* (Hydroxymethylbilan Synthase) were used as internal standards. Oligonucleotides used are listed in supplemental information. Differences in genes expression were calculated by geometric averaging of multiple internal controls^38^. Relative gene expression was measured in triplicate in 3 independent cell cultures (*n* = 9).

### Immunocytochemistry, western blotting, and fluorescence immunostaining

Immunochemistry was carried out using antibodies against DHFR (1/200, rabbit, ab85056, Abcam Cambridge UK), MTHFD1 (1/1000, rabbit, HPA000704, Sigma-Aldrich), SHMT1 (1/50, rabbit, HPA023314, Sigma-Aldrich), SHMT2 (1/1000, rabbit, GTX125939, Genetex), ALDH1L2 (1/20, rabbit, NPB1–81935, Biotechne), CD133 (1/200, rabbit, ab19898, Abcam) and SOX2 (1/1000, rabbit, 3579s, Ozyme Saint Quentin en Yvelines France). For western blotting, the antibodies used against DHFR (1/700), SHMT1 (1/500), MTHFD1 (1/500) were the same as those used in immunocytochemistry. Beta-actin and alpha-tubulin served as a protein loading control (1/7000, ab197277, Abcam and 1/10000, ab40742, Abcam). For more details, please refer to the sections in supplemental information.

To induce differentiation, single tumor spheres were pelleted, seeded under adherent conditions and maintained in DMEM-F12 supplemented with 1% FCS for 10 days, probed with GFAP (1/200, mouse, MAB360 Sigma-Aldrich), NeuN (1/200, mouse, MAB 377, Sigma-Aldrich), and Olig2 (1/200, mouse, MAB N50, Sigma-Aldrich), washed and incubated with secondary antibody then fluorescence immunostaining was examined under a Nikon C2 microscope (Nikon Amsterdam, Netherlands) to assess cell lineages. All experiments were performed on 3 independent cell cultures.

### LCMSMS determination of folate isoforms

Folate isoforms including 5-methyltetrahydrofolate, 10-formylTHF and methenylTHF, were measured using LCMSMS (Acquity UPLC, Waters Saint Quentin en Yvelines France) equipped with a triple quadripole mass spectrometer (4000 QTRAP, AB Sciex Villebon sur Yvette France). These measurements were performed in ML cells and TS supplemented with the addition of folate substrates, including folic acid (11 μM) and Formate (300 μM). Folates concentrations (nmol/L) were normalized to total proteins concentrations (g/L) and results were expressed in nmol/g protein. Measurements were performed in 3 independent cell cultures. Folate isoform measurements were normalized relative to those of the ML cells taken as 100%, i.e., folate isoform concentrations in TS were expressed as a percentage of folate isoforms concentrations in ML cells.

### RNA sequencing

The data pertaining to RNA sequencing and methylome have been deposited in NCBI’s Gene Expression Omnibus^39^ and are accessible through GEO Series accession number GSE117544. In addition, a secure token has been created to allow the review of the record while it remains in private status and can be requested from the authors.

RNA was extracted from TS and ML cells using Trizol (Fischer Scientific). RNA concentration was measured on Nanodrop 2000 and RNA quality was checked by capillary electrophoresis with PicoRNA chip on Bioanalyzer 2100 (Agilent Les Ulis France). RNA was fragmented and converted to library using NEBNext® Small RNA Library kit (NEB Evry France). DNA library quality was assessed with a High Sensitivity DNA chip on a Bioanalyzer 2100. Library quantification was done using a fluorometer (Fisher Scientific). Libraries were multiplexed and subjected to high-throughput sequencing by using Illumina MiSeq for paired-end read. Data were generated from 3 independent TS cultures and 3 ML cell cultures and analyzed according to the tools detailed in supplemental information.

### Transcriptome analyses

Prior to the transcriptomic study, as the composition of the culture media for TS and ML cell growth were different, we evaluated the content of the amino acids presented in these media using chromatography method to make sure that any difference observed at the level of transcriptome was not due to differences in amino acid contents of the media. We noted no significant differences (data not shown), and proceeded to analyze the transcriptome SEQ in U251 TS vs ML cells (*n* = 3). As criteria, for all transcripts, a false discovery rate (FDR) at a *p*-value of ≤ 0.01 and a change in expression of ≥ 1.5-fold were adapted. For further detailed descriptions and analyses, please refer to Bioinformatics in supplementary information.

### Methylome

Based on the manufacturer’s recommendations, DNA was extracted from tumor spheres and adherent cells using Machery Nagel kit. Then, 1 μg DNA was treated with Zymo kit for bisulfite conversion, and 600 ng of treated DNA were processed following the 450k Human methylation Illumina assay protocol. Data were analyzed according to the tools detailed in supplemental information.

### Statistical analysis

Data generated by cell experiments were analyzed with ANOVA and Student’s *t*-test and were presented as mean ± standard error of the mean (s.e.m). All the reported *p*-values are two-sided, and *p*-values < 0.05 are considered statistically significant. Statistical analyses were performed with Statview 4.0 software (SAS Institute Inc., SAS Campus Drive, Cary NC 27513, USA). For transcriptome and methylome data, differential expression *p*-values were obtained using a two way moderated *t*-test and adjusted for false discovery rate (FDR) following the Benjamini–Hochberg procedure.

More details regarding the Materials and methods can be found in supplementary information.

## Supplementary information

Manuscript Supplemental Information

Supplemental Figure SI1

Supplemental Figure SI2

Supplemental Figure SI3

Supplemental Figure SI4

Supplemental Figure SI5

Supplemental Figure SI6

Supplemental Figure SI7

Supplemental Figure SI8

Supplemental Table SI1

Supplemental Table SI2

Supplemental Table SI3

# Supplementary material for: Folate can promote the methionine-dependent reprogramming of glioblastoma cells towards pluripotency
**Source:** Cell Death Dis. 2019 Aug 8;10(8):596. doi: 10.1038/s41419-019-1836-2
**Supplement:** Supplementary file 1 — Manuscript Supplemental Information

**Supplemental information**

**RNA extraction and Real time PCR.**

Amplification reactions for qPCR were run on iCycler (Bio-Rad Marnes-la-Coquette France): Taq DNA polymerase was activated at 95°C/15 min; amplification was performed in 40 cycles (denaturation at 94°C/10s, annealing 57°C or 60°C or 62°C /15s, extension at 72°C/15s). The oligonucleotides (Eurogentec Seraing Belgium) used were as follows:

NANOG S : 5’-ATGCCTCACACGGAGACTGT-3’AS : 5’-AGGGCTGTCCTGAATAAGCA-3’

SOX2 S : 5’-GAAAAACGAGGGAAATGGG-3’AS : 5’GCTGTCATTTGCTGTGGGT-3’

OCT4 S : 5’-AACGACCATCTGCCGCT-3’AS : 5’CGATACTGGTTCGCTTTCTCT-3’

TBP S : 5’-TTGGGTTTTCCAGCTAAGTTCT-3’AS : 5’CCAGGAAATAACTCTGGCTCA-3’

RPL13a S : 5’-CAAGCGGATGAACACCAAC-3’AS : 5’-TGTGGGGCAGCATACCTC-3’

HMBS S : 5’-TGTGGTGGGAACCAGCTC-3’AS : 5’-TGTTGAGGTTTCCCCGAAT-3’

**Immunocytochemistry**

Paraffin sections (5μm) containing PAF fixed U251 adherent or tumor spheres were immersed in a 10mM sodium citrate buffer (pH 6) for 20 min at 97 °C for deparaffinization and antigen retrieval. Immunochemical staining was performed following the manufacturer’s recommendations on a Dako Autostainer Plus (DakoCytomation Glostrup Denmark) with a Flex+ Envision revelation system (Dako Cytomation) and either a rabbit or mouse monoclonal antibody (DHFR, MTHFD1, SHMT1, CD133, SOX2.) using biotin-streptavidin amplification and diaminobenzidine as a chromogen.

**Total protein extraction and Western blot analysis:**

Total proteins were extracted with a solution containing sodium phosphate anhydrous dibasic, potassium dihydrogen phosphate, 150mM NaCl, 1% Nonidet P40, 0.5% sodium deoxycholate, sodium dodecyl sulfate, and Complete Protease Inhibitors (Sigma-Aldrich) after washing twice with ice-cold 1X PBS. Lysates were then subjected to a thermal shock followed by a centrifugation at 12,000 rpm for 30 min. The protein concentration of the supernatant was determined using BCA Protein Assay kit (Fisher Scientific) and BSA as standard protein. In general, 20 ug of the total proteins were loaded per lane for SDS-PAGE. The stacking and the separating gel contained 10% of acrylamide. Proteins were electrotransferred onto PVDF or Nitrocellulose membranes (Sigma-Aldrich) in 25mM Tris buffer containing 192mM glycine and 20% (v/v) methanol. The membranes were then blocked either with 5% non-fat milk or 5% BSA for 1 h at room temperature. The membrane was then incubated overnight with various primary antibodies: anti-DHFR, anti-SHMT1, and anti-MTHFD1. Equal protein loading was confirmed using anti-beta-actin. Appropriate secondary antibodies conjugated to HRP were used for detection with ECL or ECL PLUS reagent (Sigma-Aldrich). Density plots were constructed after normalization with the loading control actin. Images were analyzed with the Image J software.

**Immunofluorescence**

Suspension of single tumor sphere were seeded on coverslips deposited on the bottom of wells in a 24-well plate. Differentiation was induced by maintaining the trypsinized TS cells in DMEM-F12 medium supplemented with 1% FCS for 10 days. Cells were then fixed with paraformaldehyde for 10 min at 4°C, permeabalized with 0.3% tritons, and then blocked with BSA for 1 h and incubated overnight with the primary antibodies: GFAP, NeuN, and OLIG2 in a humid chamber at 4°C under gentle agitation. Coverslips were washed four times in BSA/PBST for 5 min then incubated with the fluochrome-labeled secondary antibody for 1 h at room temperature under gentle agitation. Nucleus were counertstained with 4, 6-diamidino-2-phenylindole (DAPI) (0.43 mg/ml in PBS; Sigma Aldrich, Saint Quentin Fallavier, France). Coverslips were washed four times in PBS and mounted using a minimal volume of fluoromount medium (DAKO, Carpinteria, CA, USA). The immunostained cells were imaged with 60X oil immersion lens, using Nikon C2 equipped with three laser lines (405, 488 and 543 nm).

**LCMSMS determination of folate isoforms**

For LCMSMS measurements, both adherent and tumor sphere cells were cultured in the presence of methionine-containing media. However, to minimize possible transcriptional, translational, as well as allosteric effects of methionine on folate enzyme activity, culture media for both cells types were switched during a period of 24h to methionine-free media (containing otherwise normal amounts of other ingredients), then folic acid and formate were added for 24h. Adherent or tumor spheres were collected after washing with 1X PBS. The cell pellets were simultaneously suspended and lysed through 26g needles in a 500uL aliquot of 0.1X PBS containing 100 mM DL-Dithiothreitol (DTT) and 25 mM ascorbic acid. The cell lysates were then centrifuged for 30 min at 20,000 g and folates isoforms were measured in the supernatant.

**Bioinformatics**

**RNA-Seq pipeline and tools**

Raw paired-end sequencing data corresponding to 100-nucleotide-long reads was compiled in FASTQ files complying the format standard.

Quality control of sequence reads was done using FastQC v0.11.5 (http://www.bioinformatics.babraham.ac.uk/projects/fastqc/). Generic Illumina Truseq adapters were removed with cutadapt v1.11 ^1^, discarding trimmed reads shorter than 30 nucleotides, with parameters « -a AGATCGGAAGAG -A AGATCGGAAGAG -m 30 --no-indels -O 5 ».

Read mapping and main filtering were performed using HISAT2 v2.0.4 ^2^ -- a tool which takes into account and allows for splicing site discovery on the fly -- against reference genome hg38 as described below, with a reference index built to account for population SNPs as well as known transcripts. Such an index can be found here: ftp://ftp.ccb.jhu.edu/pub/infphilo/hisat2/data/grch38_snp_tran.tar.gz. Only properly paired and uniquely mapped reads were retained, with additional scoring constraints applied: « --score-min L,0,-0.2 --sp 10,3 --no-unal --dta --no-mixed ». Samtools v1.3.1 ^3^ were used for manipulating the alignment files throughout the downstream analysis. PCR duplicates were flagged with Picard v1.13 MarkDuplicates (https://broadinstitute.github.io/picard/).

Differentially spliced transcripts were assembled from the obtained alignments with stringtie v1.3.3b ^4^. Our method took advantage of the proposed workflow for identifying known as well as novel isoforms (https://ccb.jhu.edu/software/stringtie/index.shtml?t=manual), using an annotation file for hg38 in gtf format as a guide (see details below). The following parameters were used: first step is applied for each sample « -f 0.2 -j 3 -c 10 -M 0.5 » ; second step merges all transcripts of all samples « --merge -m 200 » ; and the last step estimates abundances and read coverage for all the merged transcripts, for each sample « -A -C -f 0.2 -j 3 -c 10 -M 0.5 ». Two tables were generated from these results, one compiling raw read counts at gene level, and another one at transcript level. Both files were fully annotated with known symbols corresponding to gene and transcript genomic locations, whenever possible.

Raw count tables were filtered by applying a minimum expression threshold for a gene or transcript. Those should be expressed (non-zero value) in at least two samples, and present an average expression value across all samples higher than 1/10.000.000 of the average library size. Data was further adjusted with the TMM normalization method ^5^, and finally was log2- and cpm- (count per million) transformed -- following good-practice measures for assessing differential expression -- as described before ^6^.

**Downstream transcriptomics**

Differential expression p-values were obtained using a two way moderated t-test and adjusted for false discovery rate (FDR) following the Benjamini–Hochberg procedure.

All hierarchical clusterings were carried out with Cluster 3.0 ^7^ with gene-median-centered values, using uncentered Pearson’s correlation as similarity metric. Corresponding heatmaps were obtained with a customized version Slcview derived from latest version 1.1.2 (http://slcview.sourceforge.net/). For targeted clusterings, gene sets were downloaded from MSigDB (http://software.broadinstitute.org/gsea/msigdb), section C2, and compiled from either KEGG, BioCarta, or REACTOME curated gene sets.

Functional annotations were performed using Gene Ontology (GO) ^8^ and GoMiner ^9^ on selected gene sets. Enrichment of GO terms was determined as follows: Enrichment = frequency of the GO term in the gene selection/frequency of the GO term in the complete set of expressed genes. Resulting FDRs were computed by bootstrapping the gene sets 50 times, and was used to define a significance threshold (FDR < 0.01)

KEGG pathway analyses (www.genome.jp/kegg/pathway.html) were carried on with gage ^10^. When used, rendering of the most significant/disturbed pathways was achieved with the R Pathview package ^11^ with a set selective set of significant genes (p-value < 0.01) and their respective plain fold changes (FC > 1: red, overexpressed ; FC<1: green, underexpressed).

**DNA methylation pipeline and tools**

Raw data corresponding to Methylated/Unmethylated channels was extracted from Illumina idat files, normalized according to the FuncNorm procedure ^12^, and transformed into beta-values with the R minfi package ^13^. Beta-values were used for direct interpretation and graphical representation, while M-values were favored for downstream statistics and computations. Probes were further filtered according to their relative positions from known SNPs. To achieve this, the rmSNPandCH function from the R package DMRcate ^14^ was used with dist=3, mafcut=0.05, rmcrosshyb=TRUE as main settings. On the 485.512 unfiltered probes, 435.786 remained.

Empirical Bayesian methods applied on linear models were used to assess for statistical significance of probe differential methylation. Those methods were provided by the R package limma ^15^. P-values were adjusted for FDR following the Benjamini–Hochberg procedure. Differentially methylated region (DMR) computation was accomplished with the dmrcate function, with the parameters: lambda=1000 and C=2. FDR cutoff for first allowing a probe to define a DMR was set to 0.05.

**Annotations**

All transcriptomic analyses were performed using the lastest assembly of the human genome (hg38) as a reference. All gene and transcript annotations were therefore based on the Ensembl ^16^ GRCh38 databases, version 88. Those were mainly taken from ftp://ftp.ensembl.org/pub/release-88/mysql/homo_sapiens_core_88_38/ and ftp://ftp.ensembl.org/pub/release-88/mysql/homo_sapiens_funcgen_88_38/ for local installation and access. The GTF file used during the isoform reconstruction process can be found here: ftp://ftp.ensembl.org/pub/release-88/gtf/homo_sapiens/Homo_sapiens.GRCh38.88.gtf.gz. Once Stringtie had finished the transcript assembly, gene symbols were assigned to returned Ensembl or Stringtie generated IDs based on overlapping positions with Ensembl known transcripts.

Methylome data were analysed using the available Illumina 450k platform annotations, which are strongly relying upon the hg19 assembly. As several tools like minfi and DMRcate still use those platform manifests by default, resulting annotations were lifted to hg38 coordinates as an after-process.

The R package biomaRt ^17^ was useful wherever annotation symbols or genomic locations needed to be converted into appropriate features for program-specific usage or to achieve data integration.

**Figure Legends**

**Figure SI1. Whole transcriptome analysis between MonoLayer (ML) and Tumor Spheres (TS) U251 cells reveals a two-fifth drastic change in their expression profile**. (a) **Left**, hierarchical clustering of the 23048 expressed genes separates two significant clusters of co-expressed genes. Resulting heatmap is represented with downregulated, upregulated and median genes in blue, yellow and black, respectively. Associated fold changes are plotted in blue dots and modeled with a red smoothing spline running against the transcriptome**. Middle**, summary of the most relevant biological, cellular and molecular functions for the two significant under- (4515 genes implicated in cell cycle and mitosis processes) and over-expressed (4756 genes mostly implicated in neuronal processes) signatures. 

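By the difference of mean log2 CPM, 107 genes were at least 50-fold higher in TS and 27 were at least 50-fold higher in ML, of which 91 and 23 also met the FDR limit. No annotated name is given for 45 and 14 of them. Every ML library held at most 3 reads of 36 of the genes higher in TS, and every TS library of 9 of the genes higher in ML. With their folds computed against 3 reads, 77 and 18 genes were left at 50-fold or more. A constant of 1 CPM added before the logarithm took the counts of 107 and 27 to 3 and 0. Quantile normalization took them to 57 and 55. By the ratio of mean CPM, there were 85 genes at least 50-fold higher in TS and 23 genes at least 50-fold lower in TS.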

Full functional annotations are available in supplementary tables X1 and X2. **Right**, detailed numbers of up and down-regulated genes in TS and their repartition by fold-change classes, 84 and 21 genes show a fold change >= 50 in TS and ML cells, respectively.

**Figure SI2. U251 tumor spheres exhibit cell cycle signatures.** Major downregulation of thousand of genes impacts all aspects of cell growth and mitosis in TS. Circle diagram of the mitosis cell cycle with selected functional annotations including Gene Ontology (GO) families and associated gene enrichments. In bold between brackets: number of downregulated genes / number of genes in the corresponding GO category. Checkpoints are indicated by blue ovals and genes regulating checkpoints in blue text. Genes are represented in capital letters along with positive (arrow up) or negative (arrow down) fold change values. Cyclins, cyclin kinases and cyclin activated stages are shown in red. Histone related functional annotations are showed in orange. All FDR (False Discovery Rate) statistics for functional annotations and gene expressions are significant (<0.01). * Functional annotations are showed and valid for both G1 and G2 phases. ** CDK1 is active in the late stage of phase S and inactive during mitosis. *** CDK2 is mostly active during post-checkpoint G1 and early S phases ;

**Figure SI3. Histone genes are repressed in U251 “tumor spheres”**. **(A)** hierarchical clustering reveals more than 50 histone genes are down-regulated in « tumor spheres ». Resulting heatmap is represented with downregulated, upregulated and median genes in blue, yellow and black, respectively. **(B)** Two large regions encompassing cluster HIST1 (6p21-6p22, over 600 kb) encoding histones H1, H2A, H2B, H3 and H4 and cluster HIST2 (1q21, over 150 kb) encoding histones H2A, H2B and H3 are nearly entirely silenced. 

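LINC00240, on chromosome 6 from 26956932 to 27059749, was 1.90-fold higher in TS, at 0.26 ± 0.29 log2 CPM against -0.67 ± 0.20 in ML (SD, n = 3), and did not reach the FDR limit (adjusted p = 0.017 from limma). LINC00869, on chromosome 1 from 149655731 to 149669321, was 3.56-fold higher, at 3.74 ± 0.13 log2 CPM in TS and 1.90 ± 0.061 in ML, and met both criteria (adjusted p = 0.000286 from limma).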

Interestingly, each cluster harbors an upregulated «long intergenic non coding RNA » (lincRNA): linc00240 in cluster HIST1 chromosome 6, fold change= 2.31 and linc00869 in cluster HIST2 chromosome 1, fold change= 2.29. Green dots represent downregulated genes, red dots uregulated genes and black dots median genes.

**Figure SI4. Folic Acid promotes tumor spheres growth in LN299, U87 and T98G glioblastoma cell lines when added at a concentration ≧ 0.1 mM in a methionine-free media**. Cells are grown in methionine free DMEM which already contains 0.009 mM folic acid then folic acid is added to reach the indicated final concentrations. The MET sample is used as a reference and represents cells grown in DMEM containing 0.01 mM methionine. Samples are compared to cells grown in 0.009 mM folic acid, n=9. *p<0.05, **p <0.01, ***p<0.001, ML: Monolayer Cells, TS: Tumor Spheres;

**Figure SI5**. **Incremental amounts of 5-MethylTetraHydroFolate exogenously added to the culture medium results in enhanced TS formation in LN299, U87 and T98G glioblastoma cell lines**. Cells were grown in methionine free media then 5-methylTetraHydroFolate was added to reach the indicated concentrations. The MET sample is used as a reference and represents cells grown in DMEM containing 0.01 mM methionine *p<0.05, **p<0.01 ***p<0.001, MeTHF= 5-MethylTetraHydroFolate, FTHF= 10-FormylTetraHydroFolate, 5,10-MnTHF= MethenylTetraHydroFolate, ML= MonoLayer Cells, TS= Tumor Spheres

**Figure SI6. Circos plot of genome-wide DNA methylation changes between adherent cells and tumor spheres**. Outside to inside: A) Chromosome organization with ideograms. The centromeres are in red. B) « Rainfall" plot showing DMRs methylation status. Globally hypermethylated (1880 regions) and hypomethylated (2032 regions) regions are shown in red and green, respectively. Distance between 2 successive DMRs is plotted in a logarithmic scale. C) Genomic densities of hypomethylated (green track) and hypermethylated (red track) DMRs. D) « Rainfall" plot showing DMRs linked to the promoter regions controlling key genes of the cell cycle (black asterisks), U251 tumor spheres stemness signature (blue crossed squares) and one-carbon metabolism (purple diamonds). E) Genomic density (in yellow) of 4582 promoter regions showing correlations between methylome and transcriptome changes. At least 3 probes must correlate negatively (with r <= -1/3) between their methylation and the expression level for a given transcript (Murphy et al., 2013). F) Genomic density of all known and annotated transcripts (grey and innermost track), for comparison with correlation densities in E.

**Figure SI7.** Intracellular concentrations of methionine (MET) and S-AdenosylMethionine (SAM) in U251 cells supplemented with exogenous MET (A), Folic Acid (B) or 5-MethylTetraHydroFolate (MeTHF) (C) exhibited non significant variations preventing from drawing conclusions regarding the effect of allosteric regulators on the methionine cycle.

**Figure SI8. Glutamine does not affect U251 cell growth. (A)** addition of 2 mM glutamine does not change growth rate either for ML cells or TS. ML cells were cultured with DMEM-F12 (D6434 Sigma-Aldrich), 10% Fetal Calf Serum, 1% penicillin-streptomycin. TS were cultured on 2-hydroxyethylmethacrylate coated plates in DMEM-F12 (D6434 Sigma-Aldrich) supplemented with 1XB27/ 0.2 μg/ml EGF/ 0.2 μg/ml FGF. Note that the DMEM-F12 used does not contain glutamine. Growth was compared between cells maintained in DMEM-F12 with no glutamine and DMEM-F12 to which 2 mM glutamine was added exogenously, n=3 **(B)** Glutamine has no impact on *NANOG, SOX2* and *OCT4*, either in ML cells or TS. RNA was extracted from 3 independent cell cultures then gene expression was measured by 3 independent RT-qPCR and normalized for the geometric mean of TBP, RPL13a and HMBS. ML=MonoLayer Cells, TS= Tumor Spheres

**Table SI1** **RNA sequencing data with1.5 fold altered genes**

**Table SI2 Measurements of folate isoforms by mass spectrometry**. Isoform concentrations in TS are expressed as a percentage of isoform concentration in ML. A value of 100% was arbitrarily attributed to isoform concentration in ML. The sign + in table A denotes addition of folic acid and formate to the culture medium and the sign – in table B no addition of folate substrates. GBM cell lines averaged represent the mean of isofom concentrations in all 4 GBM cell lines. ML= Monolayer cells, TS= Tumor Spheres, GBM= Glioblastoma

**Table SI3** **DNA methylation data with the significantly altered genes**,

**Supplementary references**

1 Didion, J. P., Martin, M. & Collins, F. S. Atropos: specific, sensitive, and speedy trimming of sequencing reads. *PeerJ* **5**, e3720, doi:10.7717/peerj.3720 (2017).

2 Kim, D., Langmead, B. & Salzberg, S. L. HISAT: a fast spliced aligner with low memory requirements. *Nat Methods* **12**, 357-360, doi:10.1038/nmeth.3317 (2015).

3 Li, H. *et al.* The Sequence Alignment/Map format and SAMtools. *Bioinformatics* **25**, 2078-2079, doi:10.1093/bioinformatics/btp352 (2009).

4 Pertea, M. *et al.* StringTie enables improved reconstruction of a transcriptome from RNA-seq reads. *Nat Biotechnol* **33**, 290-295, doi:10.1038/nbt.3122 (2015).

5 Robinson, M. D. & Oshlack, A. A scaling normalization method for differential expression analysis of RNA-seq data. *Genome Biol* **11**, R25, doi:10.1186/gb-2010-11-3-r25 (2010).

6 Law, C. W., Chen, Y., Shi, W. & Smyth, G. K. voom: Precision weights unlock linear model analysis tools for RNA-seq read counts. *Genome Biol* **15**, R29, doi:10.1186/gb-2014-15-2-r29 (2014).

7 de Hoon, M. J., Imoto, S., Nolan, J. & Miyano, S. Open source clustering software. *Bioinformatics* **20**, 1453-1454, doi:10.1093/bioinformatics/bth078 (2004).

8 Ashburner, M. *et al.* Gene ontology: tool for the unification of biology. The Gene Ontology Consortium. *Nat Genet* **25**, 25-29, doi:10.1038/75556 (2000).

9 Zeeberg, B. R. *et al.* GoMiner: a resource for biological interpretation of genomic and proteomic data. *Genome Biol* **4**, R28 (2003).

10 Luo, W., Friedman, M. S., Shedden, K., Hankenson, K. D. & Woolf, P. J. GAGE: generally applicable gene set enrichment for pathway analysis. *BMC Bioinformatics* **10**, 161, doi:10.1186/1471-2105-10-161 (2009).

11 Luo, W. & Brouwer, C. Pathview: an R/Bioconductor package for pathway-based data integration and visualization. *Bioinformatics* **29**, 1830-1831, doi:10.1093/bioinformatics/btt285 (2013).

12 Fortin, J. P. *et al.* Functional normalization of 450k methylation array data improves replication in large cancer studies. *Genome Biol* **15**, 503, doi:10.1186/s13059-014-0503-2 (2014).

13 Aryee, M. J. *et al.* Minfi: a flexible and comprehensive Bioconductor package for the analysis of Infinium DNA methylation microarrays. *Bioinformatics* **30**, 1363-1369, doi:10.1093/bioinformatics/btu049 (2014).

14 Peters, T. J. *et al.* De novo identification of differentially methylated regions in the human genome. *Epigenetics Chromatin* **8**, 6, doi:10.1186/1756-8935-8-6 (2015).

15 Ritchie, M. E. *et al.* limma powers differential expression analyses for RNA-sequencing and microarray studies. *Nucleic Acids Res* **43**, e47, doi:10.1093/nar/gkv007 (2015).

16 Aken, B. L. *et al.* The Ensembl gene annotation system. *Database (Oxford)* **2016**, doi:10.1093/database/baw093 (2016).

17 Drost, H. G. & Paszkowski, J. Biomartr: genomic data retrieval with R. *Bioinformatics* **33**, 1216-1217, doi:10.1093/bioinformatics/btw821 (2017).

# Supplementary material for: Folate can promote the methionine-dependent reprogramming of glioblastoma cells towards pluripotency
**Source:** Cell Death Dis. 2019 Aug 8;10(8):596. doi: 10.1038/s41419-019-1836-2
**Supplement:** Supplementary file 5 — Supplemental Figure SI4

## Slide 1
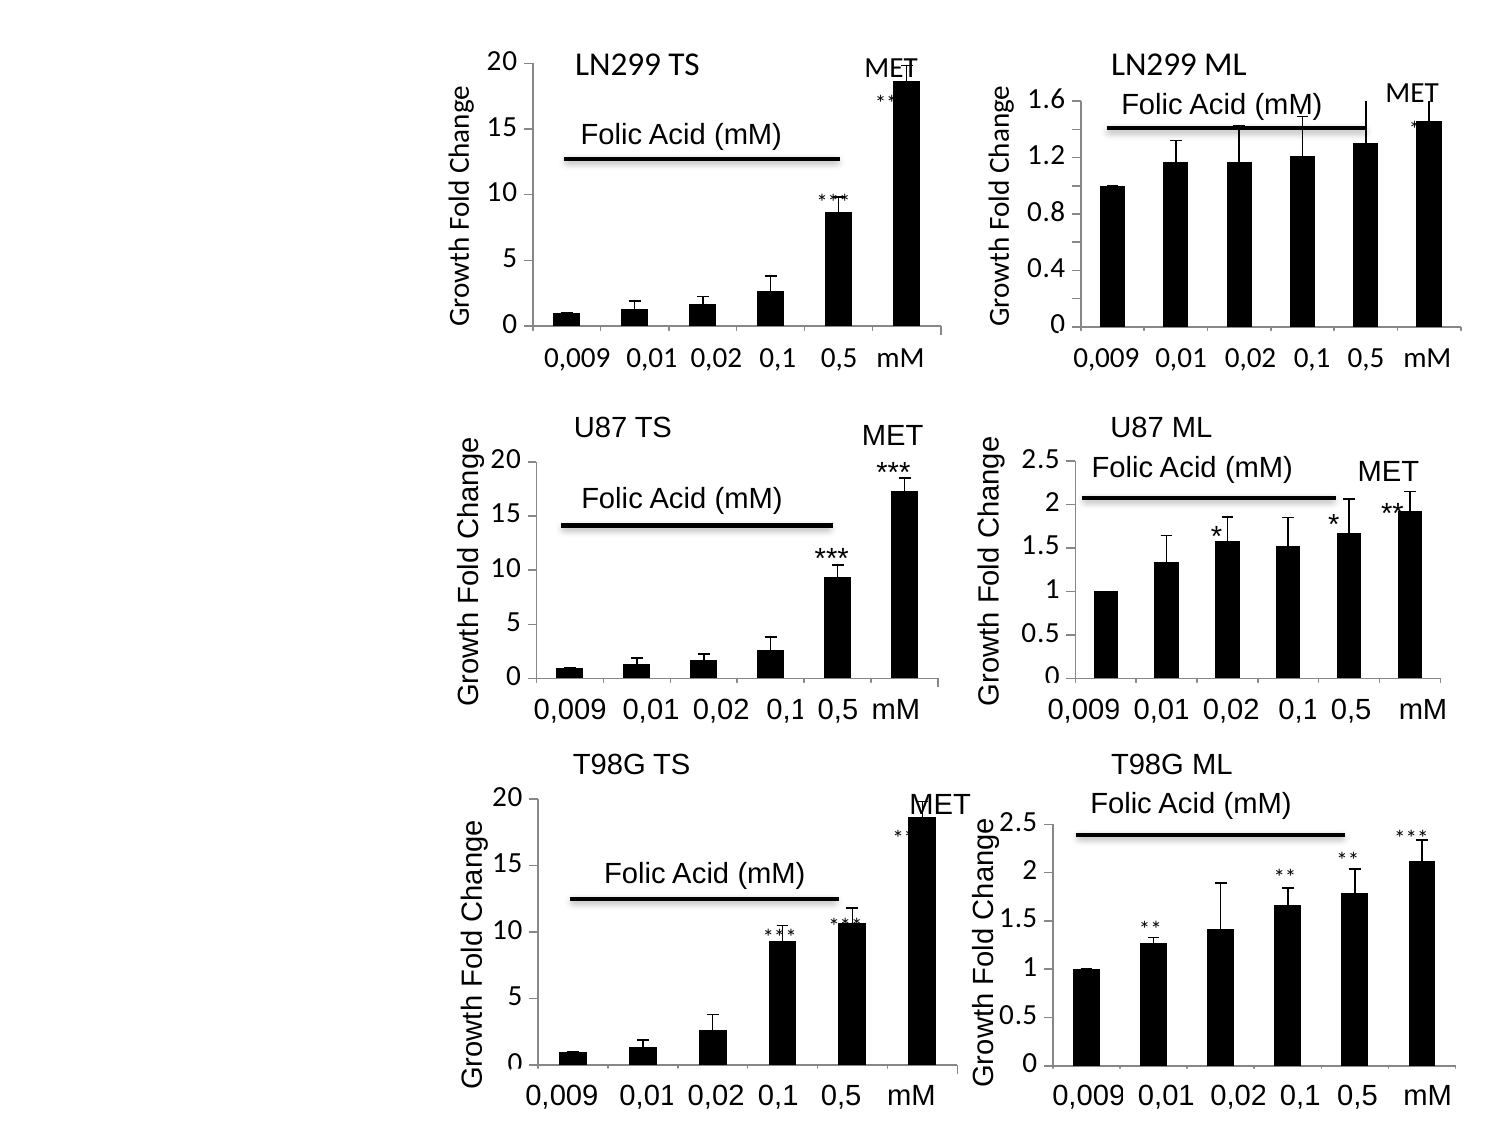

LN299 TS
LN299 ML
MET
### Chart
| Category | |
|---|---|
| 0,009 | 1.0 |
| 0,01 | 1.333333333333333 |
| 0,02 | 1.666666666666667 |
| 0,1 | 2.666666666666666 |
| 0,5 | 8.66666666666667 |
| met | 18.66666666666667 |MET
Folic Acid (mM)
### Chart
| Category | |
|---|---|
| 0,009 | 1.0 |
| 0,01 | 1.172222222222222 |
| 0,02 | 1.172222222222222 |
| 0,1 | 1.211988304093567 |
| 0,5 | 1.306432748538012 |
| met | 1.462573099415205 |***
*
Folic Acid (mM)
***
Growth Fold Change
Growth Fold Change
0,009
0,01
0,02
0,1
0,5
mM
0,009
0,01
0,02
0,1
0,5
mM
U87 TS
U87 ML
MET
### Chart
| Category | |
|---|---|
| 0,009 | 1.0 |
| 0,01 | 1.33888888888889 |
| 0,02 | 1.577777777777778 |
| 0,1 | 1.522222222222222 |
| 0,5 | 1.672222222222222 |
| met | 1.922222222222222 |
### Chart
| Category | |
|---|---|
| 0,009 | 1.0 |
| 0,01 | 1.333333333333333 |
| 0,02 | 1.666666666666667 |
| 0,1 | 2.666666666666666 |
| 0,5 | 9.333333333333332 |
| met | 17.33333333333328 |Folic Acid (mM)
MET
***
Folic Acid (mM)
**
*
*
***
Growth Fold Change
Growth Fold Change
U87 ML
0,009
0,01
0,02
0,1
0,5
mM
0,009
0,01
0,02
0,1
0,5
mM
T98G TS
T98G ML
Folic Acid (mM)
### Chart
| Category | |
|---|---|
| 0,009 | 1.0 |
| 0,01 | 1.333333333333333 |
| 0,02 | 2.666666666666666 |
| 0,1 | 9.333333333333332 |
| 0,5 | 10.66666666666667 |
| met | 18.66666666666667 |MET
### Chart
| Category | |
|---|---|
| 0,009 | 1.0 |
| 0,01 | 1.273170731707317 |
| 0,02 | 1.420054200542005 |
| 0,1 | 1.665582655826558 |
| 0,5 | 1.792953929539295 |
| met | 2.123035230352303 |***
***
**
Folic Acid (mM)
**
***
**
***
Growth Fold Change
Growth Fold Change
MET
0,009
0,01
0,02
0,1
0,5
mM
0,009
0,01
0,02
0,1
0,5
mM

# Supplementary material for: Folate can promote the methionine-dependent reprogramming of glioblastoma cells towards pluripotency
**Source:** Cell Death Dis. 2019 Aug 8;10(8):596. doi: 10.1038/s41419-019-1836-2
**Supplement:** Supplementary file 6 — Supplemental Figure SI5

## Slide 1
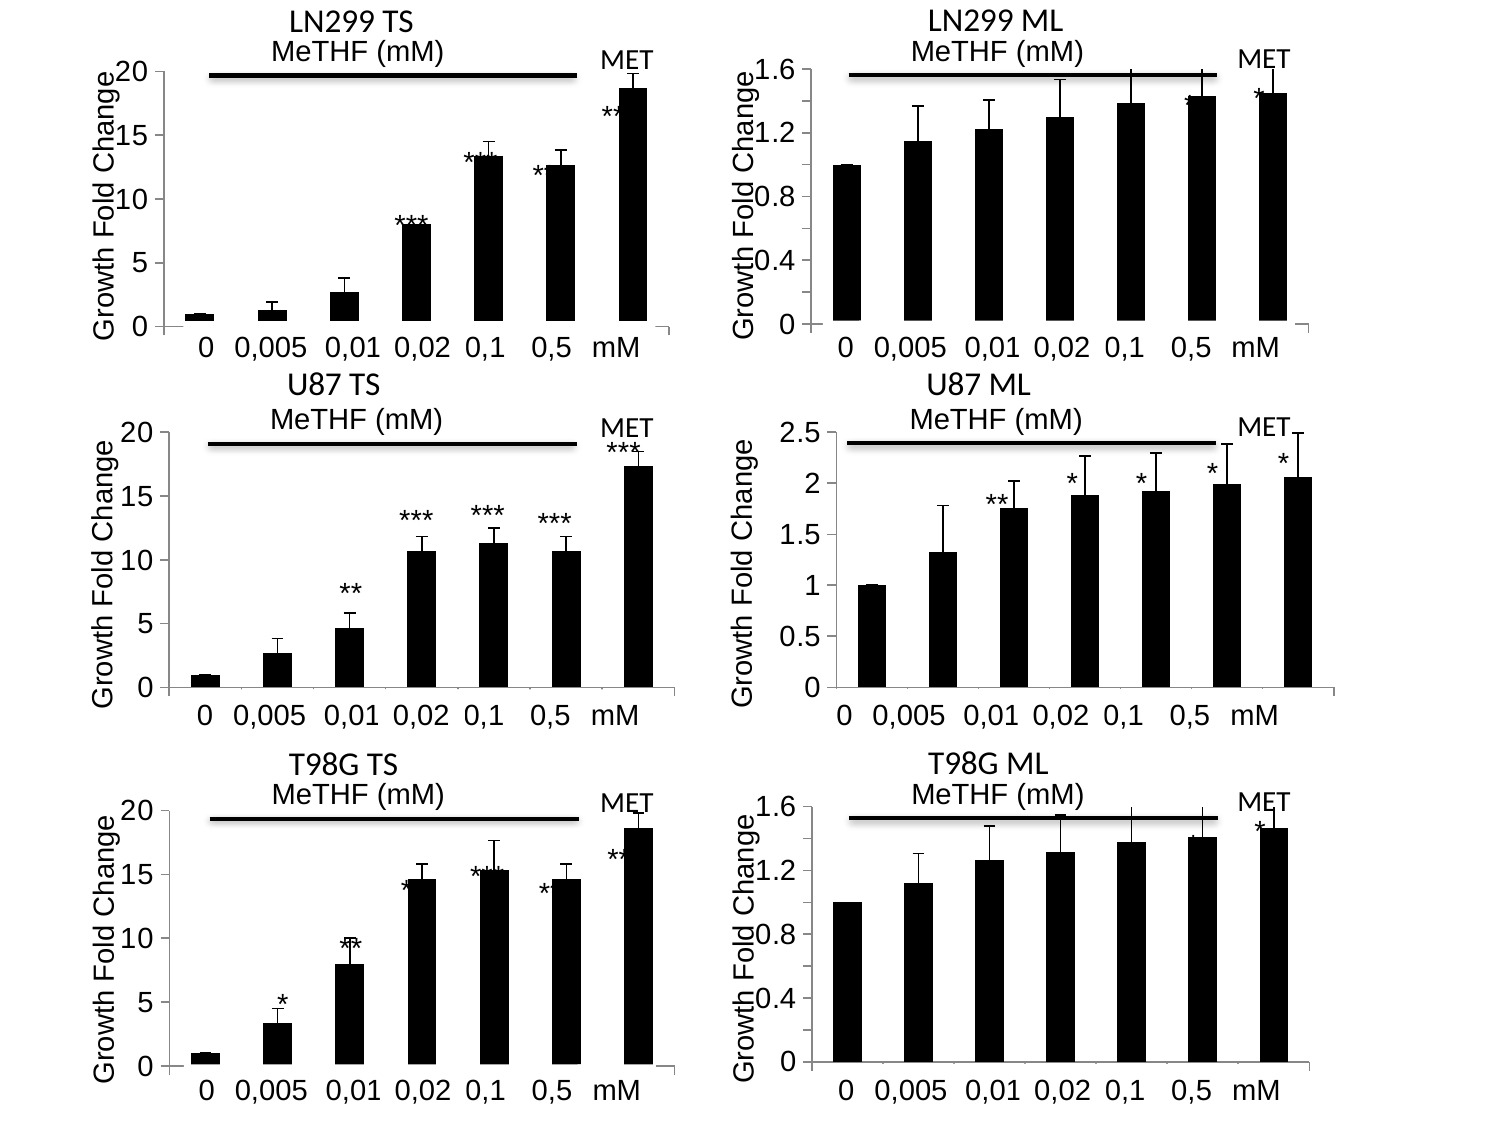

LN299 ML
LN299 TS
MeTHF (mM)
MeTHF (mM)
MET
MET
### Chart
| Category | fold av |
|---|---|
| 0 | 1.0 |
| 0.005 | 1.150877192982456 |
| 0.01 | 1.221637426900585 |
| 0.02 | 1.300730994152047 |
| 0.1 | 1.385818713450292 |
| 0.5 | 1.427923976608187 |
| met | 1.450146198830409 |
### Chart
| Category | moyenne fc |
|---|---|
| 0 | 1.0 |
| 0.005 | 1.333333333333333 |
| 0.01 | 2.666666666666666 |
| 0.02 | 8.0 |
| 0.1 | 13.33333333333333 |
| 0.5 | 12.66666666666667 |
| met | 18.66666666666667 |*
*
***
***
***
Growth Fold Change
Growth Fold Change
***
0
0,005
0,01
0,02
0,1
0,5
mM
0
0,005
0,01
0,02
0,1
0,5
mM
U87 ML
U87 TS
MeTHF (mM)
MeTHF (mM)
MET
MET
### Chart
| Category | moyenne fc |
|---|---|
| 0 | 1.0 |
| 0.005 | 2.666666666666666 |
| 0.01 | 4.666666666666667 |
| 0.02 | 10.66666666666667 |
| 0.1 | 11.33333333333333 |
| 0.5 | 10.66666666666667 |
| met | 17.33333333333328 |
### Chart
| Category | fold av |
|---|---|
| 0 | 1.0 |
| 0.005 | 1.322222222222222 |
| 0.01 | 1.752777777777778 |
| 0.02 | 1.88888888888889 |
| 0.1 | 1.927777777777778 |
| 0.5 | 1.997222222222222 |
| met | 2.058333333333333 |***
*
*
*
*
**
***
***
***
Growth Fold Change
Growth Fold Change
**
0
0,005
0,01
0,02
0,1
0,5
mM
0
0,005
0,01
0,02
0,1
0,5
mM
T98G ML
T98G TS
MeTHF (mM)
MeTHF (mM)
MET
MET
### Chart
| Category | fold av |
|---|---|
| 0 | 1.0 |
| 0.005 | 1.119241192411924 |
| 0.01 | 1.263685636856368 |
| 0.02 | 1.316260162601626 |
| 0.1 | 1.376964769647696 |
| 0.5 | 1.407317073170732 |
| met | 1.468021680216802 |
### Chart
| Category | moyenne fc |
|---|---|
| 0 | 1.0 |
| 0.005 | 3.333333333333333 |
| 0.01 | 8.0 |
| 0.02 | 14.66666666666667 |
| 0.1 | 15.33333333333333 |
| 0.5 | 14.66666666666667 |
| met | 18.66666666666667 |*
*
***
***
***
***
**
Growth Fold Change
Growth Fold Change
*
0
0,005
0,01
0,02
0,1
0,5
mM
0
0,005
0,01
0,02
0,1
0,5
mM

# Supplementary material for: Folate can promote the methionine-dependent reprogramming of glioblastoma cells towards pluripotency
**Source:** Cell Death Dis. 2019 Aug 8;10(8):596. doi: 10.1038/s41419-019-1836-2
**Supplement:** Supplementary file 7 — Supplemental Figure SI6

## Slide 1
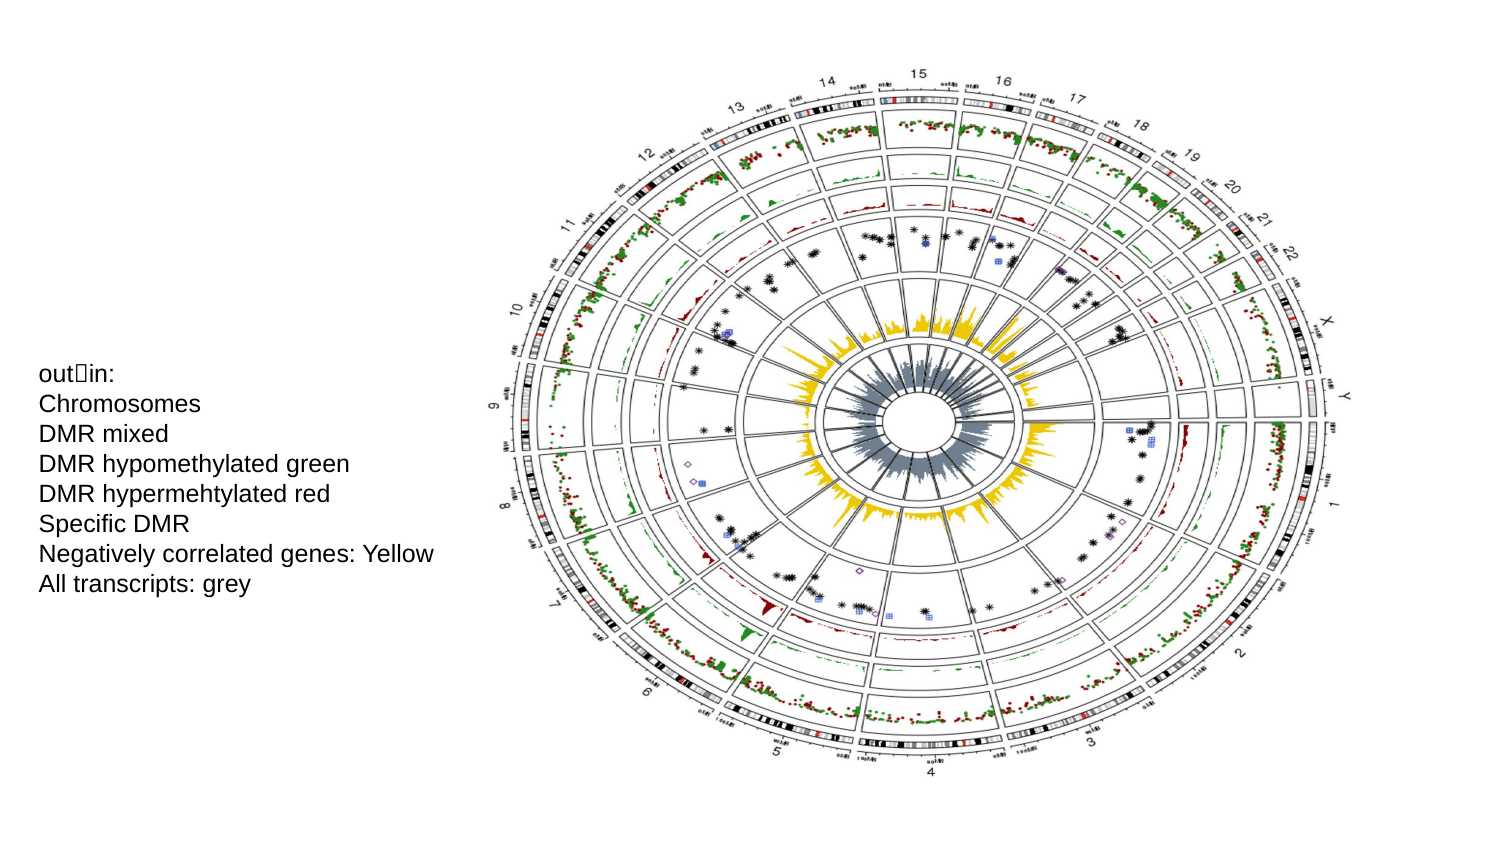

outin:
Chromosomes
DMR mixed
DMR hypomethylated green
DMR hypermehtylated red
Specific DMR
Negatively correlated genes: Yellow
All transcripts: grey

# Supplementary material for: Folate can promote the methionine-dependent reprogramming of glioblastoma cells towards pluripotency
**Source:** Cell Death Dis. 2019 Aug 8;10(8):596. doi: 10.1038/s41419-019-1836-2
**Supplement:** Supplementary file 8 — Supplemental Figure SI7

## Slide 1
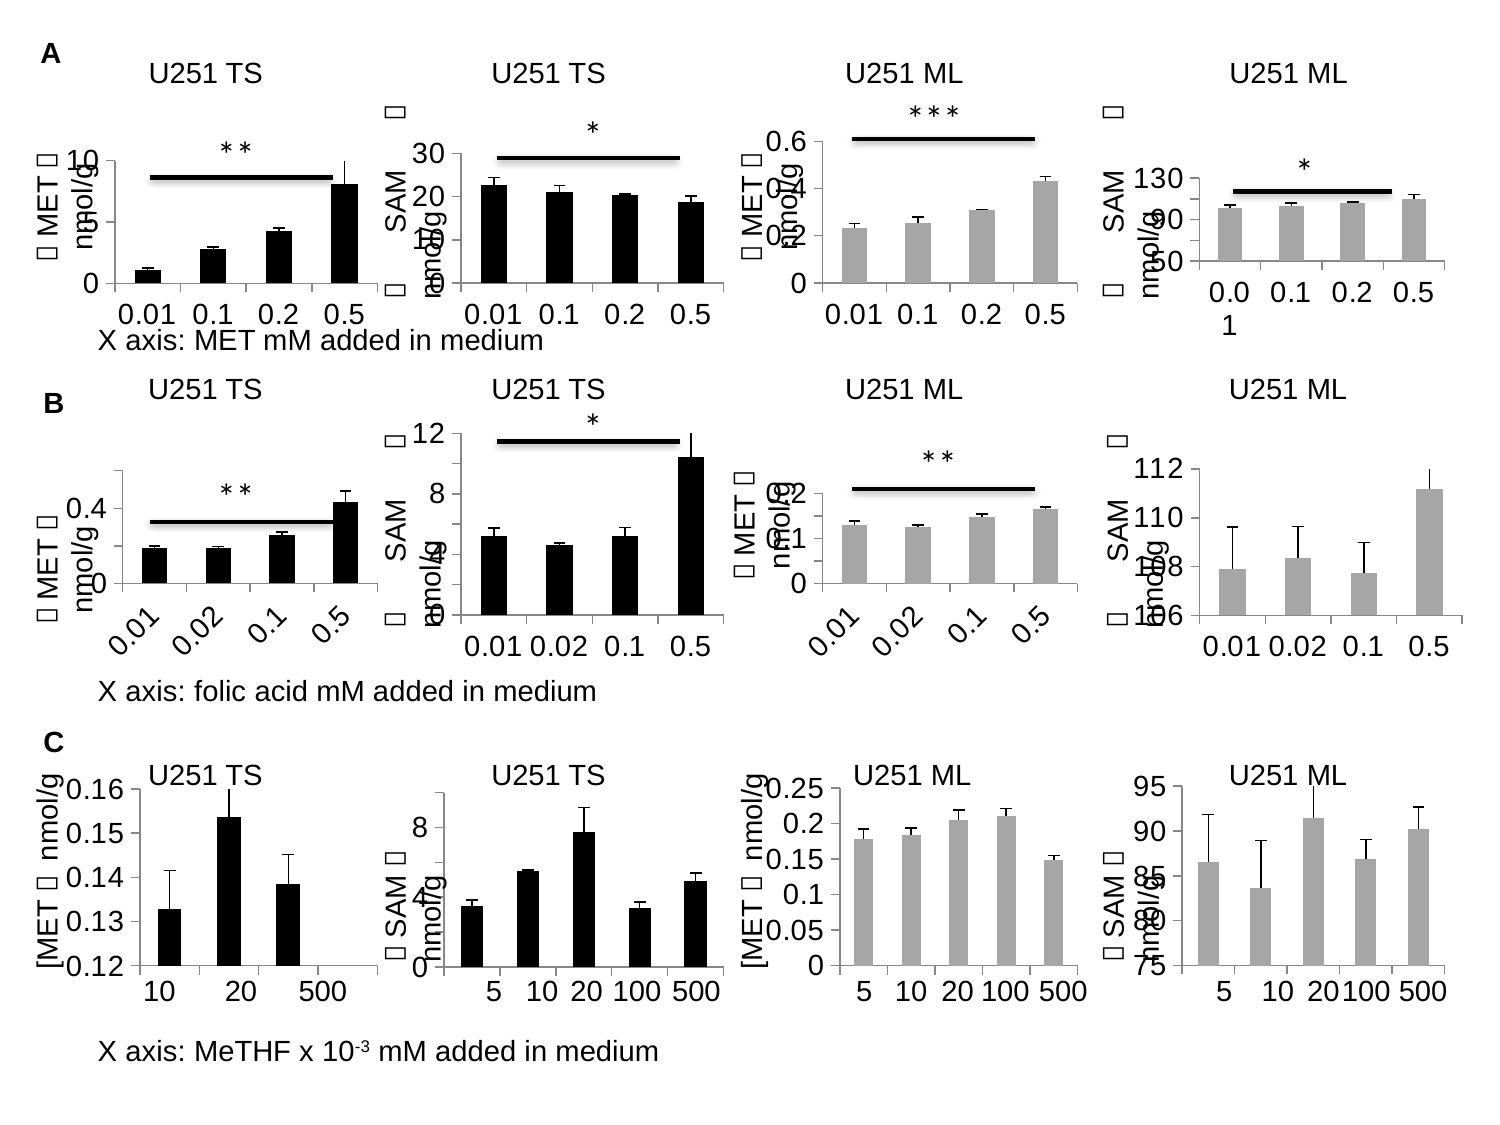

A
U251 TS
U251 TS
U251 ML
U251 ML
***
*
### Chart
| Category | |
|---|---|
| 0.01 | 0.230648435581936 |
| 0.1 | 0.253809496255068 |
| 0.2 | 0.307915630727377 |
| 0.5 | 0.430465019458989 |**
### Chart
| Category | |
|---|---|
| 0.01 | 22.73176706297044 |
| 0.1 | 21.09929516934595 |
| 0.2 | 20.30645472709924 |
| 0.5 | 18.69707711046845 |
### Chart
| Category | |
|---|---|
| 0.01 | 1.094329673223463 |
| 0.1 | 2.754480505775355 |
| 0.2 | 4.288484862385305 |
| 0.5 | 8.082742321098564 |*
### Chart
| Category | |
|---|---|
| 0.01 | 101.3385575802361 |
| 0.1 | 103.5656504424766 |
| 0.2 | 106.4936972855408 |
| 0.5 | 109.7876652766976 |［SAM］ nmol/g
［SAM］ nmol/g
［MET］ nmol/g
［MET］ nmol/g
X axis: MET mM added in medium
U251 TS
U251 TS
U251 ML
U251 ML
B
*
### Chart
| Category | |
|---|---|
| 0.01 | 5.193796223367982 |
| 0.02 | 4.605026256804786 |
| 0.1 | 5.23180312382763 |
| 0.5 | 10.4609977064754 |**
### Chart
| Category | |
|---|---|
| 0.01 | 107.8921717147105 |
| 0.02 | 108.3590278689577 |
| 0.1 | 107.7486730870886 |
| 0.5 | 111.1867746579027 |**
### Chart
| Category | |
|---|---|
| 0.01 | 0.186380272624643 |
| 0.02 | 0.190741112531056 |
| 0.1 | 0.258713978205158 |
| 0.5 | 0.43230561832334 |
### Chart
| Category | |
|---|---|
| 0.01 | 0.130533968106102 |
| 0.02 | 0.125911715347546 |
| 0.1 | 0.147724579226435 |
| 0.5 | 0.164990992450218 |［MET］ nmol/g
［SAM］ nmol/g
［SAM］ nmol/g
［MET］ nmol/g
X axis: folic acid mM added in medium
C
U251 TS
U251 TS
U251 ML
U251 ML
### Chart
| Category | |
|---|---|
| 0.005 | 86.5082869903009 |
| 0.01 | 83.61623492355098 |
| 0.02 | 91.42058071140109 |
| 0.1 | 86.8312530609211 |
| 0.5 | 90.1605608425511 |
### Chart
| Category | |
|---|---|
| 0.005 | 0.178080667978642 |
| 0.01 | 0.184139507708814 |
| 0.02 | 0.205210075366601 |
| 0.1 | 0.21001757585825 |
| 0.5 | 0.149082642884118 |
[unsupported chart]
### Chart
| Category | |
|---|---|
| 0.005 | 3.517644614194486 |
| 0.01 | 5.518645532757898 |
| 0.02 | 7.723453910667247 |
| 0.1 | 3.358536682469178 |
| 0.5 | 4.94844825742861 |［SAM］ nmol/g
［SAM］ nmol/g
[MET］ nmol/g
[MET］ nmol/g
10
20
500
5
10
20
100
500
5
10
20
100
500
5
10
20
100
500
X axis: MeTHF x 10-3 mM added in medium

# Supplementary material for: Folate can promote the methionine-dependent reprogramming of glioblastoma cells towards pluripotency
**Source:** Cell Death Dis. 2019 Aug 8;10(8):596. doi: 10.1038/s41419-019-1836-2
**Supplement:** Supplementary file 9 — Supplemental Figure SI8

## Slide 1
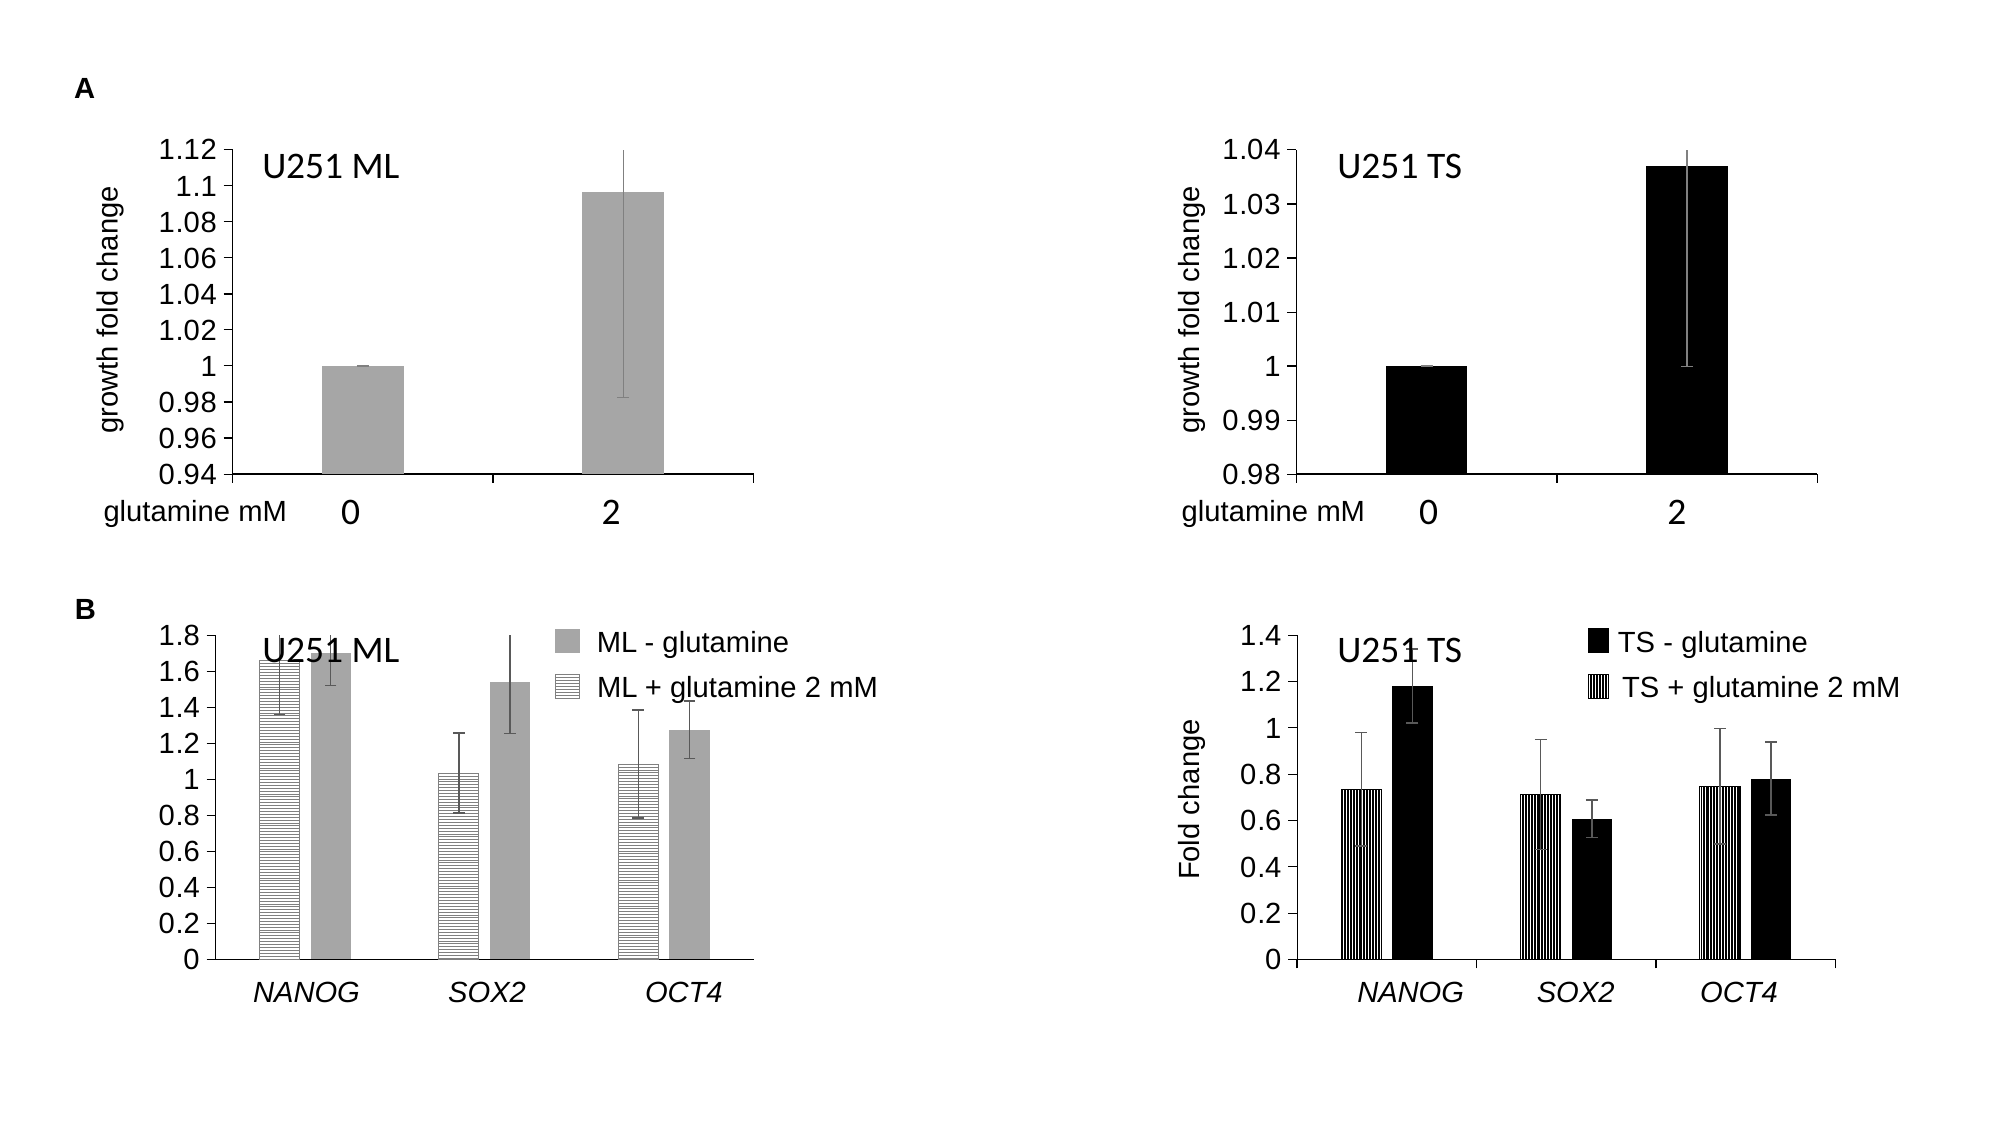

A
### Chart
| Category | |
|---|---|
| 0mM | 1.0 |
| 2mM | 1.096593478980169 |
### Chart
| Category | |
|---|---|
| 0mM | 1.0 |
| 2mM | 1.037037037037037 |U251 ML
U251 TS
growth fold change
growth fold change
0
2
0
2
glutamine mM
glutamine mM
B
### Chart
| Category | ADH+ glutamine | ADH- glutamine |
|---|---|---|
| nanog | 1.657915035284265 | 1.701709722830064 |
| sox2 | 1.034759191653103 | 1.538940673728186 |
| oct | 1.084521303502244 | 1.275109552800656 |
### Chart
| Category | TS+ glutamine | TS- glutamine |
|---|---|---|
| nanog | 0.734719509827243 | 1.181440752477257 |
| sox2 | 0.712971965146306 | 0.607704060533079 |
| oct | 0.748388267267602 | 0.78131849542561 |ML - glutamine
TS - glutamine
U251 ML
U251 TS
ML + glutamine 2 mM
TS + glutamine 2 mM
Fold change
NANOG
SOX2
OCT4
NANOG
SOX2
OCT4

# Supplementary material for: Folate can promote the methionine-dependent reprogramming of glioblastoma cells towards pluripotency
**Source:** Cell Death Dis. 2019 Aug 8;10(8):596. doi: 10.1038/s41419-019-1836-2
**Supplement:** Supplementary file 11 — Supplemental Table SI2

## Slide 1
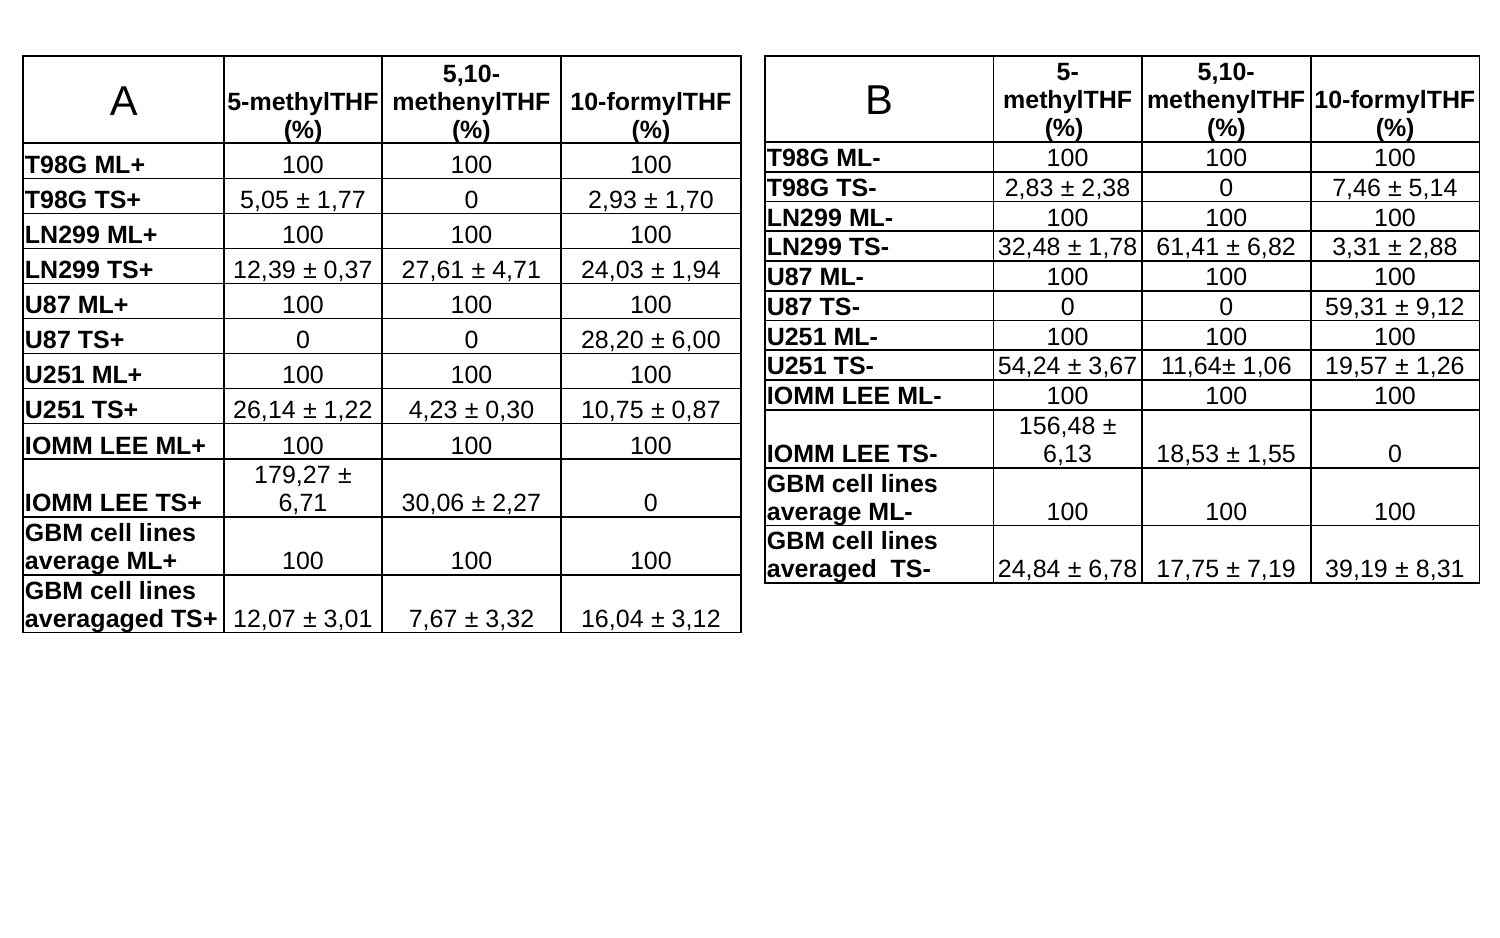

| A | 5-methylTHF (%) | 5,10-methenylTHF (%) | 10-formylTHF (%) |
| --- | --- | --- | --- |
| T98G ML+ | 100 | 100 | 100 |
| T98G TS+ | 5,05 ± 1,77 | 0 | 2,93 ± 1,70 |
| LN299 ML+ | 100 | 100 | 100 |
| LN299 TS+ | 12,39 ± 0,37 | 27,61 ± 4,71 | 24,03 ± 1,94 |
| U87 ML+ | 100 | 100 | 100 |
| U87 TS+ | 0 | 0 | 28,20 ± 6,00 |
| U251 ML+ | 100 | 100 | 100 |
| U251 TS+ | 26,14 ± 1,22 | 4,23 ± 0,30 | 10,75 ± 0,87 |
| IOMM LEE ML+ | 100 | 100 | 100 |
| IOMM LEE TS+ | 179,27 ± 6,71 | 30,06 ± 2,27 | 0 |
| GBM cell lines average ML+ | 100 | 100 | 100 |
| GBM cell lines averagaged TS+ | 12,07 ± 3,01 | 7,67 ± 3,32 | 16,04 ± 3,12 |
| B | 5-methylTHF (%) | 5,10-methenylTHF (%) | 10-formylTHF (%) |
| --- | --- | --- | --- |
| T98G ML- | 100 | 100 | 100 |
| T98G TS- | 2,83 ± 2,38 | 0 | 7,46 ± 5,14 |
| LN299 ML- | 100 | 100 | 100 |
| LN299 TS- | 32,48 ± 1,78 | 61,41 ± 6,82 | 3,31 ± 2,88 |
| U87 ML- | 100 | 100 | 100 |
| U87 TS- | 0 | 0 | 59,31 ± 9,12 |
| U251 ML- | 100 | 100 | 100 |
| U251 TS- | 54,24 ± 3,67 | 11,64± 1,06 | 19,57 ± 1,26 |
| IOMM LEE ML- | 100 | 100 | 100 |
| IOMM LEE TS- | 156,48 ± 6,13 | 18,53 ± 1,55 | 0 |
| GBM cell lines average ML- | 100 | 100 | 100 |
| GBM cell lines averaged TS- | 24,84 ± 6,78 | 17,75 ± 7,19 | 39,19 ± 8,31 |

How the deposited data were processed for this re-analysis (not part of the article)

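Total RNA of 3 TS and 3 ML cultures of the glioblastoma line U251 at passage 3 was sequenced as paired-end reads of 100 nucleotides. The authors checked the reads with FastQC 0.11.5, trimmed them with cutadapt 1.11, aligned them with HISAT2 2.0.4 to hg38, kept the properly paired and uniquely mapped reads with samtools 1.3.1 and marked duplicates with Picard 1.13. They assembled and counted known and unannotated genes with StringTie 1.3.3b and Ensembl release 88. Genes were kept by the authors when they had reads in at least 2 samples and a mean above 1 in 10000000 of the average library. The authors then scaled the counts by TMM and deposited them as log2 CPM (counts scaled to library size), 1 value per gene and culture.

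The deposited log2 values were used without further normalization. They step as whole reads plus 0.5, from which the total reads per culture were computed, between 57547879 and 110654453. At this depth 3 reads stand at between -5.04 and -4.01 log2 CPM, which was taken as the floor. Floors of this kind cover counting error alone.

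Cultures were grouped as TS or ML by their labels. Each gene was compared with limma 3.58.1 in R 4.3.3 (linear model and moderated test with Benjamini-Hochberg adjustment over 23051 genes), with an FDR of at most 0.01 and a change of at least 1.5-fold as the criteria. Gene sets were compared with limma's camera, with a correlation between genes of 0.01 and, before adjustment, 0.05 as the limit. The adjusted p-values given for sets cover the 23 sets that were tested, an adjustment that was chosen after the results were seen. Replicate numbers come from the sample labels, and neither the labels nor the paper's text say that same-numbered TS and ML cultures were grown together. In genes with a mean of at least 0 log2 CPM, the deviations of same-numbered cultures had a mean correlation of 0.0546, against -0.0279 for cultures with different numbers. The second mean is largely fixed by the first, because deviations cancel within each group. The correlation was 0.165 for the cultures numbered 1, 0.0143 for those numbered 2 and -0.0157 for those numbered 3. Pairing was thus neither shown nor excluded. The comparisons were made without the replicate number and again with it as a block.

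An exact two-sided permutation test of 3 cultures against 3 cannot give a p under 0.10, so none was used for single genes. The comparison was tested on simulated data with the same number of genes and cultures, in which 200 genes changed by 2 log2 units. The changed genes all had a mean of at least 0 log2 CPM. The noise was normal, independent between genes and cultures, and of the same SD in TS and ML. It recovered 143 of them (71.5%), with a median estimate of 2.00 and 0 false calls. In the real data 16.5% of the genes met both criteria, and the spread was larger in ML than in TS. The recovered share and the false calls therefore do not carry over to the real comparison.

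Genes were clustered by k-means with scikit-learn 1.9.0 under Python 3.11.15, with 3 clusters, Euclidean distance and 20 random starts on gene-median-centered values. GC content and transcript length were taken from the GENCODE release 44 transcripts, and each gene was set against genes in the same of 10 bins of each. Gene positions were taken from the same release by Ensembl identifier.

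The genes named are all those that the paper names with a direction or fold of expression, the genes of Fig. 2b, and the 5 largest rises and 5 largest falls among genes that met both criteria, carry a symbol and have a mean of at least 0 log2 CPM. This rule, the comparisons, the gene sets and the alternatives were fixed before the data were examined. Some genes that the rule covers are not reported here 1 by 1, and they were kept in every fit, set and count. HIST1H2AC, HIST1H3F, HIST2H2BA and HIST2H3D were named after their values were seen.

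The alternatives were moderation with an intensity trend or robust moderation, centering of each culture on its median, quantile normalization, a pseudocount of 1 CPM, a filter on a mean of at least 0 log2 CPM, the replicate block, an FDR of at most 0.05, a change of at least 2-fold, the ratio of mean CPM, a correlation between genes estimated for each set, 2 or 5 clusters, uncentered Pearson correlation, and leaving out each culture in turn. Their effect is given after this summary. NANOG, POU5F1, PROM1, OLIG2, CCNB3 and CCND2 have no value and were not analysed here, nor were single transcripts, methylation and RT-qPCR.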

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

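Tests of GC content and transcript length, of the depth of ML replicate 2, of low values among unannotated genes and of 5 of the largest changes, and the adjustment over the 23 sets were chosen only after the results were seen. So was the test of SOX2 under other scalings. The other tests and all gene sets were set before. Of the 10 ways to split the 6 cultures into 3 and 3, 4 part every same-numbered pair, as the real split does, and 6 part 1 pair. The real split is always among those 4, so that a grouping by chance cannot be excluded by these counts.

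Genes without an annotated name are not discussed in the paper, and of these 798 were higher and 472 lower in TS by both criteria. Of the 1270 genes, 841 (66.2%) had a mean of at least 0 log2 CPM. Values close to the lowest ones were tested as a technical explanation, and in 0.945% of them the lower group sat within 1 log2 unit of the lowest values. The FDR limit itself can remove genes with such values, so that a part played by low values cannot be excluded by this share. Whether they are separate genes or parts of neighboring ones was not tested. No biological explanation other than the difference between TS and ML was tested.

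A set of 18 ERK target genes, which the paper does not discuss as a set, had a median log2 fold change of 1.50, with 14 of 18 genes higher in TS (camera adjusted p = 8.69e-05, with the replicate block 0.000203). The adjusted p ranged from 2.86e-05 to 0.0517 over the alternatives. 1 of the 4 splits gave a median as large. Against genes of like GC content and length the median was 1.43, and without ML replicate 2 it was 1.42, so neither GC content and length nor the lower depth of that culture accounts for all of it. A candidate explanation is the EGF and FGF in the TS medium. Without DUSP6 and ETV1, the other 16 targets still had a median of 1.31 (camera adjusted p = 0.00157, from 0.000426 to 0.07 over the alternatives), the direction that this explanation predicts. By both criteria 9 of the 16 were higher, but 2 were lower, FOSL1 (-1.55) and CCND1 (-2.25), of which FOSL1 was named after its value was seen. Medium and sphere growth differ together here, so the 2 cannot be told apart.

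A set of 22 cholesterol synthesis genes, also not discussed in the paper, had a median log2 fold change of 0.65, with 18 of 22 genes higher in TS (camera adjusted p = 5.26e-05, with the replicate block 0.000154). Over the alternatives the adjusted p went from 1.09e-05 to 0.0517. 1 of the 4 splits gave a median as large. It was 0.74 against genes of like GC content and length and 0.71 without ML replicate 2. The absence of serum lipoproteins in the TS medium may explain it. Without IDI1 and FDFT1, the other 20 genes had a median of 0.65 (camera adjusted p = 0.000129, from 2.9e-05 to 0.0517 over the alternatives). The medium cannot be told apart from sphere growth in this design.

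A set of 38 S phase genes had a median log2 fold change of -1.64, with 37 of 38 genes lower in TS (camera adjusted p = 5.38e-18, with the replicate block 3.78e-16). The adjusted p lay between 3.5e-19 and 0.0384 over the alternatives, and 1 of the 4 splits gave a median as large. Against genes of like GC content and length it was -1.57, and without ML replicate 2 it was -1.64. GC content and length and the lower depth of that culture therefore do not account for all of it. A candidate explanation is that fewer cells of the TS cultures were in S phase, which was not measured here.

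Outside the genes that the paper discusses, annotated genes that met both criteria with a mean of at least 0 log2 CPM were ranked. Among these, the largest rises in TS were those of NPNT, MEGF10 and NTRK2, with log2 fold changes of 9.67, 9.58 and 7.53. The largest falls included those of C5orf46 and DNAJC15, with -6.08 and -5.89. All 5 were in the same direction in all fits that left out 1 culture, and the smallest size of change was 5.75 log2 units. The lower group sat within 1 log2 unit of the lowest values in 0 of the 5 genes. The choice of genes with a mean of at least 0 log2 CPM fixed this count, so that a part played by low values cannot be excluded by it. The ML libraries held few reads of NPNT (7, 3 and 3) and MEGF10 (17, 3 and 0), and the SD of MEGF10 in ML was 2.63 log2 CPM. No biological explanation was tested for these genes.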

How the results depend on the processing

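The causes of the changes given here were not tested. Of 91 named genes with a value, 67 stayed in the same direction and on the same side of the criteria under all alternatives that were run. Of the 44 genes that met both criteria, 0 changed direction. Under at least 1 alternative, 9 genes changed direction, 12 no longer met the criteria and 3 newly met them. Summing several entries of a symbol was not run, since no named gene has several.

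With the replicate number as a block there were 964 genes higher in TS and 742 genes lower in TS, 29 higher stemness genes, 1 lower and 0 higher folate genes, and 23 lower HIST1 entries. At an FDR of at most 0.05 there were 3613 genes higher in TS, 2940 genes lower in TS and 3 higher folate genes. The number of higher folate genes was also 3 with an intensity trend, 3 with a pseudocount of 1 CPM and 2 with the filter on low values.

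For 36 genes at least 50-fold higher and 9 at least 50-fold lower in TS, every library of the lower group held at most 3 reads, so that the depth allows a lower bound alone. Genes at least 50-fold higher in TS numbered 85 by the ratio of mean CPM, 57 with quantile normalization, 3 with a pseudocount of 1 CPM and 23 with the filter on low values, and genes at least 50-fold lower in TS numbered 23, 55, 0 and 7. The k-means cluster of lower genes held 19592 genes with 2 clusters and 1367 with 5, and that of higher genes held 3459 and 561, and 10372 with uncentered Pearson correlation.

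The median log2 fold change of the hypoxia set changed sign to -0.00384 with each culture centered on its median. The variant histone set and the non-polyadenylated RNA set were no longer past the limit of camera, taken before adjustment, with quantile normalization (-0.45 and -0.72), with the filter (-0.42 and -0.64) and with the correlation between genes estimated (-0.52 and -0.64). With that estimate, the largest adjusted p that was reached was 0.128 for HIST1, 0.0517 for the named cell cycle set, the ERK target set and the cholesterol synthesis set and 0.0384 for the S phase set, so that of these the S phase set alone stayed under 0.05 in every alternative. Among single genes with differences near 0, centering gave log2 fold changes of -0.00859 for MTHFSD, -0.057 for MTRR and -0.029 for SPR. With the ratio of mean CPM, the SPR log2 fold change was -0.078, and quantile normalization gave -0.12 for CBSL, a near-identical copy of CBS.

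Across the 6 fits that each left out 1 culture, genes higher in TS numbered from 1053 to 2250, genes lower in TS from 882 to 1616, higher stemness genes from 30 to 49, higher folate genes from 0 to 2, genes in the lower k-means cluster from 2001 to 6005 and genes in the higher one from 1255 to 1917. HIST1 entries lower in TS numbered from 24 to 33. The median log2 fold change went from -0.63 to -0.12 for the BMP target set, from -0.088 to 0.14 for the hypoxia set, from -0.10 to 0.21 for the ATF4 target set, from -0.54 to -0.33 for the variant histone set and from -0.96 to -0.31 for the non-polyadenylated RNA set. Single genes whose direction changed were MTR (from -0.25 to 0.034), MTRR (from -0.033 to 0.032), SPR (from -0.39 to 0.38), CCND3 (from -0.14 to 0.60), FPGS (from -0.60 to 0.090), APIP (from -0.22 to 0.10), CBSL (from -2.20 to 3.24) and MAT2A (from -0.061 to 0.19). None of these genes met the criteria.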

Differences from the paper's values

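The over-expressed k-means cluster held 1687 genes, against the paper's 4756. Among the alternatives set before the data were examined, 2 clusters, with 3459 genes, came within 1.5 times the paper's number, but the under-expressed cluster then held 19592 genes, against the paper's 4515, and both together 100% of the genes, against the paper's 40.2%. The other number of clusters, uncentered Pearson correlation, the pseudocount, the filter and the 6 fits without a culture did not. The legend of Figure SI 1 gives hierarchical clustering for these clusters, which was not used here.

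PMP2 was 567-fold higher in TS, against the paper's 352-fold. The ratio of mean CPM gave 352. Fits without ML replicate 1 (349), without ML replicate 2 (452) and without TS replicate 2 (456) also came within 1.5 times the paper's value. The other alternatives set before the data were examined did not. Among these, the fit without ML replicate 3 gave 1154 and that without TS replicate 1 gave 718, both further from the paper's value.

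MTRR in TS stood at 1.00 of its ML level, against the paper's 0.62. None of the alternatives set before the data were examined closed the gap. The paper introduces its fold changes of MTRR, DHFRL1 and the other one-carbon genes as those of transcripts, whereas the values here are per gene. Whether this accounts for the differences was not tested. DHFR2 (DHFRL1) stood at 2.06, against the paper's 1.3. A pseudocount of 1 CPM gave 1.90 and the fit without ML replicate 3 gave 1.75, both still above the paper's value but within a factor of 1.5 of it. The other alternatives set before the data were examined did not come within that factor. DHFR2 met both criteria with an intensity trend, with the pseudocount and without ML replicate 2. LINC00869 stood at 3.56, against the paper's 2.29. Centering on the median (3.41), the pseudocount (3.02) and the fit without TS replicate 1 (3.43) came within a factor of 1.5 of the paper's value. All of them stayed above it, so that the gap was narrowed and not closed. The others set before the data were examined did not come within that factor.

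The paper lists ELF4, GFAP and TBX3 among the stemness genes that rose in TS. Their log2 fold changes here were -1.92, -1.31 and -1.25. It lists FZD7 and KLF4 among those that fell, and their log2 fold changes were 2.07 and 1.95. It lists transcripts of MTHFSD, MTRR and SPR among the one-carbon ones that fell, and the log2 fold changes per gene were 0.056, 0.0072 and 0.036. Centering on the median, which shifts all genes alike and so cannot bear on these falls, gave values below 0 for these 3 genes. The ratio of mean CPM did so for SPR, and some fits without 1 culture did so for MTRR and SPR.

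The paper states that SHMT1 and MTHFD1 were downregulated. Both were lower in TS here, with adjusted p-values of 0.074 and 0.0524 from limma, and neither met the criteria here or under any alternative run for single genes. It describes nearly all relevant cell cycle genes as lower, the D cyclins included, and the log2 fold change of CCND3 was 0.24, although it was as low as -0.14 in the fits without 1 culture. CDK4, CCNA1 and CHEK1 were lower in TS without meeting the criteria, which 14 of the 16 genes did with adjustment over these genes alone. At an FDR of at most 0.05, the adjusted p-values of CDK4 (0.0314) and CCNA1 (0.0196) from limma would pass. It describes the histone clusters as close to silent, and 32.7% of the summed HIST1 and 34.9% of the summed HIST2 expression remained. It lists LINC00240 as upregulated. Its adjusted p of 0.017 from limma passes an FDR of at most 0.05, as does that of DHFR2, but not the one of 0.01.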

Other observations

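The test of SOX2 under other scalings and the test of GC content and length for the histone genes were chosen only after the results were seen. The counts of genes were compared with those of the other splits of the 6 cultures that part all same-numbered pairs. As many genes higher in TS were found in 1 of 4 splits, the real one included, and as many genes lower in TS in 1 of 4. The largest count in the other splits that part all pairs was 1, and it was 2 in the 6 splits that part 1 pair. For the stemness, folate, cell cycle, HIST1 and HIST2 genes past the criteria, and for the medians of the cytosolic folate, cell cycle, HIST1, HIST2, variant histone and non-polyadenylated RNA sets, 1 of 4 splits gave a result as large. For the methionine synthesis genes, with a count of 0 and 3 genes at an unadjusted p under 0.05, and for the hypoxia set, it was 4 of 4. It was 2 of 4 for the BMP target set and 3 of 4 for the ATF4 target set. With 10 splits in all, a share below 0.10 is not possible. In the 6 splits that part 1 pair, the median of the non-polyadenylated RNA set reached a size of 0.73, larger than with the real split.

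Centering each culture on its median moved the share of higher genes among those that met both criteria by 5.23 percentage points, from 56.5% to 51.3%. Centering shifts all genes alike, so that this share cannot show whether the scaling accounts for the calls. Of the 2154 higher and 1657 lower genes, 1912 and 1638 were also called after centering, and 1943 and 1580 after quantile normalization. Of the genes that differed by at least 50-fold, the lower group sat within 1 log2 unit of the lowest values in 31.3%. With the filter on a mean of at least 0 log2 CPM, 23 of the 107 genes at least 50-fold higher in TS and 7 of the 27 genes at least 50-fold lower in TS were left, so most of these folds belong to genes with a low mean, although mostly not at the lowest values.

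For the lower HIST1 and HIST2 genes, 4 explanations were tested. Fewer cells in S phase is consistent with the S phase set, whose median log2 fold change was -1.64. A fall of RNAs without a poly(A) tail and a fall of all histone transcripts were tested as well. A set of RNAs without a poly(A) tail had a median of -0.64 (camera adjusted p = 0.082, with the replicate block 0.043, from 0.00946 to 0.717 over the alternatives, 17 of 21 lower), and variant histones outside the clusters had a median of -0.52 (camera adjusted p = 0.082, with the block 0.0844, from 0.0534 to 0.206 over the alternatives, 7 of 10 lower). Both medians fell less than that of HIST1 (-2.34), so that neither fall was shown to be of a like size, and a part played by either cannot be excluded. In the entries with a known GC content and length, setting them against like genes moved the median of HIST1 from -2.34 to -1.84 and that of HIST2 from -1.31 to -0.96, so that GC content and length do not account for most of the change.

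Loss of BMP activity without serum was tested for the lower ID1, ID2, ID3 and ATOH8. The other BMP targets had a median log2 fold change of 0.29 (camera adjusted p = 0.795), with 4 of 9 genes lower. By both criteria SMAD6 (-3.15) and MSX2 (-1.05) were lower and HEY1 (3.54) and BMPER (2.26) higher, 4 genes named after their values were seen. As a set they did not fall, but with 9 mixed genes the explanation is not excluded. Low oxygen inside the spheres was tested for VEGFA, and the other HIF1 targets had a median of 0.035 (camera adjusted p = 0.958). ATF4 activity was tested for SHMT2 and ALDH1L2, and the ATF4 targets had a median of 0.083 (camera adjusted p = 0.852). Neither of these 2 sets was separated from the other genes.

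SOX2 was at 8.76 ± 0.025 log2 CPM in TS and 8.65 ± 0.19 in ML (SD, n = 3), a log2 fold change of 0.10 (adjusted p = 0.617 from limma, 0.667 with the replicate block). The paper reports higher SOX2 transcription in TS by RT-qPCR and stronger SOX2 protein staining in TS by immunocytochemistry. Neither was analysed here. Scaling was tested as an explanation, and the largest log2 fold change under the 2 other scalings was 0.17. The medians of the cultures lay between 2.02 and 2.13 log2 CPM, so that these scalings could hardly have moved SOX2, and scaling cannot be excluded by them. NANOG and POU5F1 were not analysed here.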
